# Ets21c Governs Tissue Renewal, Stress Tolerance, and Aging in the *Drosophila* Intestine

**DOI:** 10.1016/j.celrep.2019.05.025

**Published:** 2019-06-04

**Authors:** Juliane Mundorf, Colin D. Donohoe, Colin D. McClure, Tony D. Southall, Mirka Uhlirova

**Keywords:** *Drosophila*, stress signaling, regeneration, aging, intestine, stem cells, enterocytes, JNK, transcription factors, Ets21c

## Abstract

Homeostatic renewal and stress-related tissue regeneration rely on stem cell activity, which drives the replacement of damaged cells to maintain tissue integrity and function. The Jun N-terminal kinase (JNK) signaling pathway has been established as a critical regulator of tissue homeostasis both in intestinal stem cells (ISCs) and mature enterocytes (ECs), while its chronic activation has been linked to tissue degeneration and aging. Here, we show that JNK signaling requires the stress-inducible transcription factor Ets21c to promote tissue renewal in *Drosophila*. We demonstrate that Ets21c controls ISC proliferation as well as EC apoptosis through distinct sets of target genes that orchestrate cellular behaviors via intrinsic and non-autonomous signaling mechanisms. While its loss appears dispensable for development and prevents epithelial aging, ISCs and ECs demand Ets21c function to mount cellular responses to oxidative stress. Ets21c thus emerges as a vital regulator of proliferative homeostasis in the midgut and a determinant of the adult healthspan.

## Highlights

• Ets21c acts downstream of JNK to promote epithelial renewal in the adult intestine
• Both stem cell proliferation and apoptosis of enterocytes require Ets21c function
• Ets21c controls cell-type-specific gene expression programs
• Ets21c loss prevents intestinal aging but renders flies sensitive to stress

## Introduction

The intestinal epithelium undergoes continuous homeostatic and acute, stress-induced cellular turnover to ensure tissue integrity and function throughout an organism’s lifetime. The replacement of damaged and aberrant cells is fueled by somatic stem cells, whose proliferation is tightly controlled and coordinated with differentiation to satisfy tissue needs while preventing organ degeneration or tumor formation. In the *Drosophila* adult midgut, which is a functional equivalent of the mammalian small intestine, the intestinal stem cells (ISCs) divide asymmetrically to self-renew and generate two different cell types: the transient enteroblasts (EBs) and the enteroendocrine (EE) lineage-determined cells (Biteau and Jasper, 2014, Micchelli and Perrimon, 2006, Sallé et al., 2017, Zeng and Hou, 2015). Following several rounds of endoreplication, the EBs mature into the large, polyploid, and polarized enterocytes (ECs), which represent the major building blocks of the midgut epithelium (Ohlstein and Spradling, 2007). While primarily involved in nutrient resorption, the ECs also serve as a physical and chemical barrier protecting the organism against toxins, pathogens, oxidative stress, and mechanical damage (Buchon et al., 2013). The runaway stem cell activity and loss of intestinal integrity due to chronic inflammation and increased stress load have been recognized as the prime underlying causes of aging-associated tissue decline and lifespan shortening (Biteau et al., 2008, Biteau et al., 2010, Guo et al., 2014). How stress signals are transduced and integrated with the homeostatic maintenance mechanisms at the cellular level and the organ level is only partially understood.

The evolutionarily conserved Jun N-terminal kinase (JNK) signaling is among the key pathways that govern regenerative responses to stress, infection, and damage in the intestine. Its chronic activation has been linked to the breakdown of epithelial integrity and accelerated aging (Biteau et al., 2008, Biteau and Jasper, 2011). JNK signaling affects both ISCs and differentiated ECs. In the ECs, JNK confers stress tolerance and promotes epithelial turnover by triggering the apoptosis of damaged ECs and compensatory ISC proliferation (Apidianakis et al., 2009, Biteau et al., 2008, Buchon et al., 2009, Buchon et al., 2010, Jiang et al., 2009). At the same time, cell-autonomous JNK activation in ISCs accelerates ISC mitosis in cooperation with the epidermal growth factor receptor (EGFR/Ras/ERK) signaling pathway (Biteau and Jasper, 2011, Buchon et al., 2009), which provides the permissive signal for division. In contrast, JNK suppression prevents age-associated ISC hyperproliferation, accumulation of mis-differentiated cells, and epithelial dysplasia, resulting in lifespan extension (Biteau et al., 2008, Biteau et al., 2010, Biteau et al., 2011a). The canonical response to JNK signaling culminates in the activation of transcription factors that orchestrate gene expression. The basic leucine zipper (bZIP) transcription factors Fos (*kayak*) and Jun (*jun-related antigen*) are the best-characterized JNK pathway transcriptional effectors during development (Kockel et al., 2001). In the adult intestine, however, the relation between JNK, Jun, and Fos is less clear. Deficiency for either Fos or Jun interferes with ISC survival, a response that is not observed upon JNK inhibition (Biteau and Jasper, 2011, Buchon et al., 2009). In addition, the transcription factor Foxo has been shown to orchestrate adaptive metabolic responses downstream of JNK in ECs (Karpac et al., 2013). However, Foxo overexpression does not drive epithelial renewal as JNK activation does. These data strongly suggest that other transcription factors may play a role in mediating the pleiotropic, adaptive JNK responses in the different cell types of the intestine.

The transcription factors of the E-twenty six (ETS) family are functionally conserved in all metazoans and are implicated in a plethora of processes, including cell-cycle control, differentiation, proliferation, apoptosis, and tissue remodeling (Hollenhorst et al., 2011, Sharrocks, 2001, Slack et al., 2015). Several genome-wide sequencing approaches have determined that *Drosophila ets21c*, the ortholog of human proto-oncogenes FLI1 and ERG, is transcriptionally induced by infections, wounding, tumorigenesis, and aging (Blanco et al., 2010, Boutros et al., 2002, Broderick et al., 2014, Külshammer et al., 2015, Patterson et al., 2013). In the case of epithelial tumors and lipopolysaccharide treatment, *ets21c* upregulation required JNK activity (Boutros et al., 2002, Külshammer et al., 2015, Toggweiler et al., 2016), thus making Ets21c a plausible candidate to act as a JNK effector in the adult intestine.

Here, we show that Ets21c acts as a critical and specific regulator of ISC and EC functions in the adult fly intestine downstream of JNK signaling and in response to oxidative stress and aging. We demonstrate that Ets21c is necessary and sufficient to coordinate epithelial turnover by controlling ISC proliferation and the removal of ECs. By regulating specific sets of target genes, Ets21c orchestrates distinct cellular behaviors of midgut cells via intrinsic and non-autonomous signaling mechanisms. While dispensable for normal development, Ets21c functions as a vital determinant of stress tolerance and lifespan.

## Results

### Ets21c Functions Downstream of JNK Signaling in the Intestine

The enhanced expression of *ets21c* in response to diverse stress signals (Blanco et al., 2010, Boutros et al., 2002, Broderick et al., 2014) and its established role downstream of JNK signaling in the *Drosophila* epithelial tumors (Külshammer et al., 2015, Toggweiler et al., 2016) strongly suggest that it may mediate JNK-induced cellular responses in the adult fly intestine. As JNK signaling plays distinct roles in the ISCs and differentiated ECs, we used the temperature-sensitive temporal and regional gene expression targeting (TARGET) expression system (Figure 1A) (McGuire et al., 2004) to manipulate JNK activity in a cell-type-specific manner only during adulthood and test the requirement of Ets21c for the JNK-mediated responses. The specific expression in ISCs and EBs, collectively referred to as progenitor cells (ISCs/EBs), was achieved with the *escargot-Gal4, UAS-GFP, tub-Gal80*^*TS*^ system (hereafter referred to as *esg*^*TS*^) (Micchelli and Perrimon, 2006), while *Myosin 1A-Gal4, UAS-GFP, tub-Gal80*^*TS*^ (hereafter referred to as *Myo1A*^*TS*^) was used to direct transgene expression to the differentiated ECs (Jiang et al., 2009).

**Figure 1:**
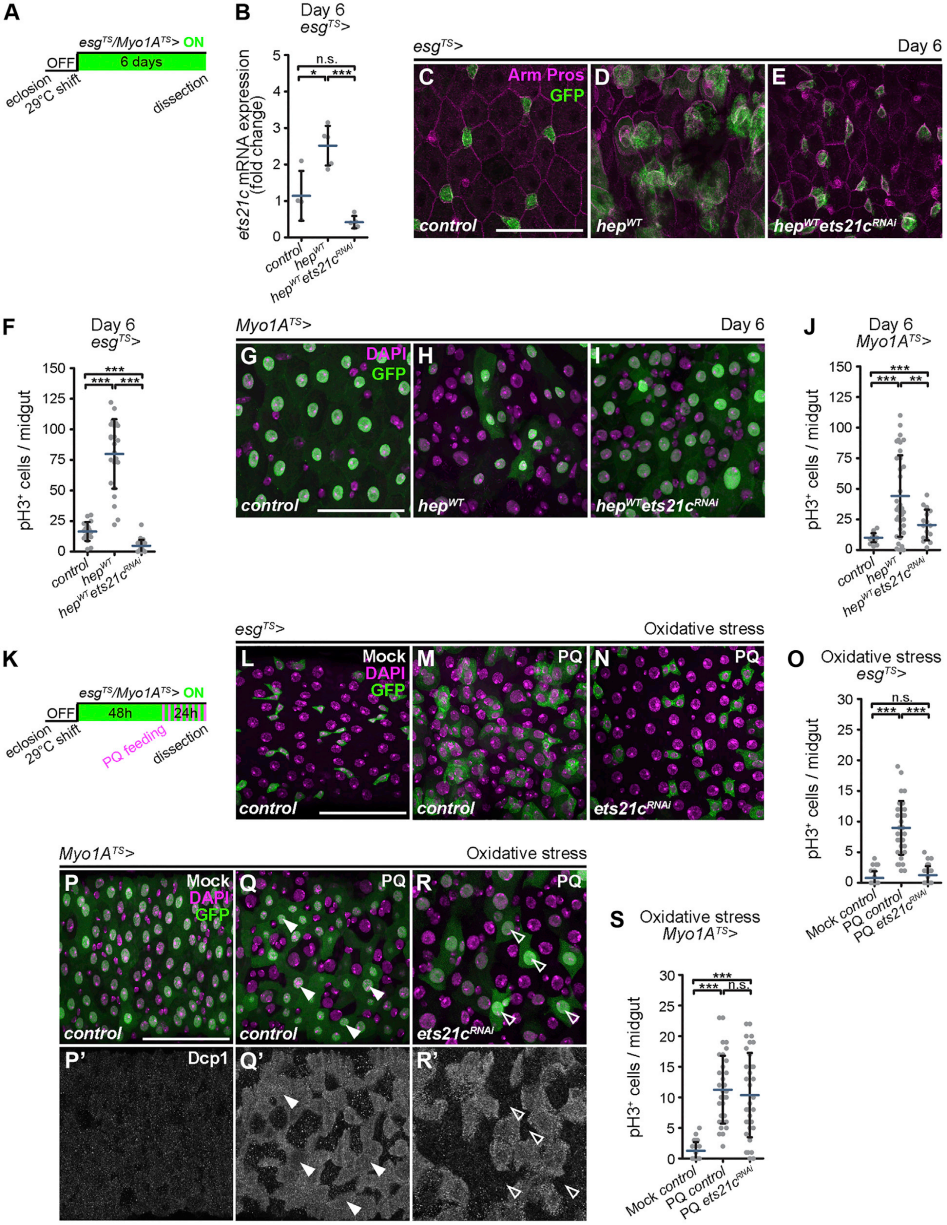
Ets21c Functions Downstream of JNK Signaling in the Intestine (A) Setup and timeline of the TARGET expression system specific for the ISCs/EBs (*esg*^*TS*^) and ECs (*Myo1A*^*TS*^) of adult midguts. (B) qRT-PCR shows *ets21c* expression in 6-day-old midguts overexpressing *hep*^*WT*^ and *ets21c*^*RNAi*^ in ISCs/EBs (*esg*^*TS*^) (n = 4–5). (C–E) Representative confocal images of control 6-day-old posterior midguts (C) and those overexpressing *hep*^*WT*^ only (D) or in combination with *ets21c*^*RNAi*^ (E) in ISCs/EBs (*esg*^*TS*^) marked by GFP. Immunostaining labels cell membranes (Arm) and EEs (Pros). (F) Quantification of pH3^+^ cells per 6-day-old midgut overexpressing *hep*^*WT*^ and *ets21c*^*RNAi*^ in ISCs/EBs (*esg*^*TS*^) (n = 18–23). (G–I) Representative confocal images of control 6-day-old posterior midguts (G) and those overexpressing *hep*^*WT*^ only (H) or in combination with *ets21c*^*RNAi*^ (I) in ECs (*Myo1A*^*TS*^) marked by GFP. DAPI labels nuclei. (J) Quantification of pH3^+^ cells per 6-day-old midgut overexpressing *hep*^*WT*^ and *ets21c*^*RNAi*^ in ECs (*Myo1A*^*TS*^) (n = 16–36). (K) Setup and timeline of stress experiments using paraquat (PQ). (L–N) Representative confocal images of posterior midguts of control flies and those expressing *ets21c*^*RNAi*^ in ISCs/EBs (*esg*^*TS*^) marked by GFP, fed for 24 h with mock solution (L) or 5 mM PQ (M and N). (O) Quantification of pH3^+^ cells per midgut of flies fed for 24 h with 5 mM PQ or mock solution and expressing *ets21c*^*RNAi*^ in ISCs/EBs (*esg*^*TS*^) (n = 34–38). (P–R) Representative confocal images of posterior midguts of control flies and those expressing *ets21c*^*RNAi*^ in ECs (*Myo1A*^*TS*^) marked by GFP, fed for 24 h with mock solution (P) or 5 mM PQ (Q and R). Immunostaining labels activated caspase Dcp1. DAPI labels nuclei. (S) Quantification of pH3^+^ cells per midgut of flies fed for 24 h with 5 mM PQ or mock solution and expressing *ets21c*^*RNAi*^ in ECs (*Myo1A*^*TS*^) (n = 30–33). Data represent means (SDs); ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, n.s. = non-significant. Scale bars: 50 μm. See also Figure S1.

We first determined whether JNK signaling is sufficient to regulate *ets21c* expression in the *Drosophila* adult midgut. Moderate activation of JNK signaling in progenitor cells by overexpression of a wild-type form of the JNK kinase Hemipterous (Hep) (*esg*^*TS*^ *> hep*^*WT*^) for 6 days increased *ets21c* mRNA levels (Figure 1B). The JNK-induced *ets21c* transcription was significantly suppressed by RNAi-mediated knockdown of *ets21c* (*esg*^*TS*^ *> hep*^*WT*^*ets21c*^*RNAi*^) (Figure 1B). Immunostaining of the adult guts for the *Drosophila* β-catenin, Armadillo (Arm), revealed the neat organization of the posterior midgut epithelium in young control flies with evenly spaced GFP-expressing progenitor cells (Figures 1C, S1A, and S1E). In contrast, the activation of JNK signaling in ISCs/EBs (*esg*^*TS*^ *> hep*^*WT*^) for 6 days resulted in the accumulation of *esg*^*+*^ cells and a marked distortion of the epithelial architecture (Figures 1D and S1B), as previously reported by Biteau et al. (2008). The increased cell density correlated with enhanced ISC proliferation, as demonstrated by a higher number of phospho-histone H3^+^ (pH3^+^) cells in the whole midgut (Figure 1F). The ISC response to JNK activation was strictly dependent on Ets21c, as ISC overproliferation and tissue dysplasia were suppressed by *ets21c* silencing (*esg*^*TS*^ *> hep*^*WT*^*ets21c*^*RNAi*^) using either of the two independent *ets21c* RNAi lines (Figures 1E, 1F, and S1D).

Activation of JNK in differentiated ECs (*Myo1A*^*TS*^ *> hep*^*WT*^) for 6 days caused a dramatic loss of *Myo1A*^*+*^, GFP^+^ ECs (Figure 1H) compared to the control posterior midguts (Figures 1G and S1J). The JNK-mediated EC loss was, however, compensated for by increased ISC divisions (Figure 1J) and the emergence of *Myo1A*^−^, but polyploid pre-ECs (Figure 1H), as previously reported by Jiang et al. (2009). Simultaneous inhibition of Ets21c in the ECs (*Myo1A*^*TS*^ *> hep*^*WT*^*ets21c*^*RNAi*^) was sufficient to preserve the GFP-expressing ECs (Figure 1I) and reduced the compensatory ISC proliferation (Figure 1J), although the changes to tissue architecture inflicted by EC-specific JNK activation were only partially restored (Figure 1I). Significantly, the requirement for Ets21c in both cell types was specific to JNK but not to the EGFR/Ras/ERK signaling pathway, which provides the permissive signal for ISC division and self-renewal (Biteau and Jasper, 2011, Buchon et al., 2009). Neither gut dysplasia caused by ISC/EB-specific overexpression of a constitutively active form of Ras (*esg*^*TS*^ *> ras*^*V12*^) (Figure S1F) or EGFR (*esg*^*TS*^ *> egfr*^*ACT*^) (Figure S1H) nor excessive EC endoreplication, loss of *Myo1A*^*+*^ ECs, and compensatory ISC proliferation in *Myo1A*^*TS*^ *> ras*^*V12*^ (Figures S1K and S1O) or *Myo1A*^*TS*^ *> egfr*^*ACT*^ guts (Figure S1M) were suppressed by silencing *ets21c* (Figures S1G, S1I, S1L, S1N, and S1O).

To further corroborate the role of Ets21c downstream of JNK signaling, we decided to challenge flies with paraquat, a potent inducer of reactive oxygen species and JNK activity (Biteau et al., 2008, Tang et al., 2013). Feeding flies with paraquat (Figure 1K) caused damage to the intestinal epithelium, resulting in a compensatory ISC proliferation response (Figures 1L, 1M, and 1O) and the activation of the *Drosophila* Death caspase 1 (Dcp1) in ECs (Figures 1P and 1Q). We found that *ets21c* mRNA expression was elevated in the guts of paraquat-treated flies compared to untreated animals (Figure S1P), further supporting the notion that, like JNK (Biteau et al., 2008), Ets21c is involved in mounting the stress response and orchestrating tissue repair. *ets21c* inhibition in progenitors (*esg*^*TS*^ *> ets21c*^*RNAi*^) suppressed the paraquat-induced ISC proliferation (Figure 1O) and expansion of *esg*^*+*^ cells (Figure 1N). Blocking *ets21c* specifically in ECs (*Myo1A*^*TS*^ *> ets21c*^*RNAi*^) of paraquat-exposed flies prevented Dcp1 activation (Figure 1R) and the elimination of mature cells (Figures S1Q and S1R), while the ISC division rate remained increased (Figure 1S), likely contributing to a dramatic swelling of the posterior midgut (Figures S1Q–S1S).

These results implicate Ets21c as a key effector transcription factor, driving responses to activated JNK but not EGFR/Ras/ERK signaling in the adult fly gut. *ets21c* mediates JNK functions in both ISCs and ECs by controlling the proliferation rate of stem cells and elimination of differentiated cells, which are both required for an efficient tissue response to oxidative stress.

### Ets21c Regulates Stem Cell Proliferation, Epithelial Turnover, and Tissue Aging

The epistatic relation between Ets21c and JNK in the fly intestine and its involvement in stress-induced regenerative response prompted us to determine the physiological role of Ets21c in the progenitor cells of the midgut. The number of mitotically active cells in the midgut correlated with *ets21c* levels. While ISC/EB-specific *ets21c* knockdown (*esg*^*TS*^ *> ets21c*^*RNAi*^) decreased the ISC division rate (Figure 2A), *ets21c* overexpression (*esg*^*TS*^ *> ets21c*^*WT*^) was sufficient to accelerate ISC proliferation (Figure 2A), resulting in an expansion of GFP-expressing cells and gut remodeling (Figure 2C) as compared to *esg*^*TS*^ control midguts (Figures 2A and 2B). The ISC division rate correlated with ERK activity assessed by the immunostaining against the double phosphorylated ERK kinase (dpERK) (Figures 2B’–2D’). Ets21c, however, appeared dispensable for the maintenance of the identity of ISCs and their survival, as progenitor cells were still present after 6 and 20 days of ISC/EB-specific Ets21c inhibition (*esg*^*TS*^ *> ets21c*^*RNAi*^) (Figures 2D, 2K, and S1C). Thus, consistent with the role of JNK (Biteau and Jasper, 2011), Ets21c is not required for ISC maintenance, but it does control their mitotic rate.

**Figure 2:**
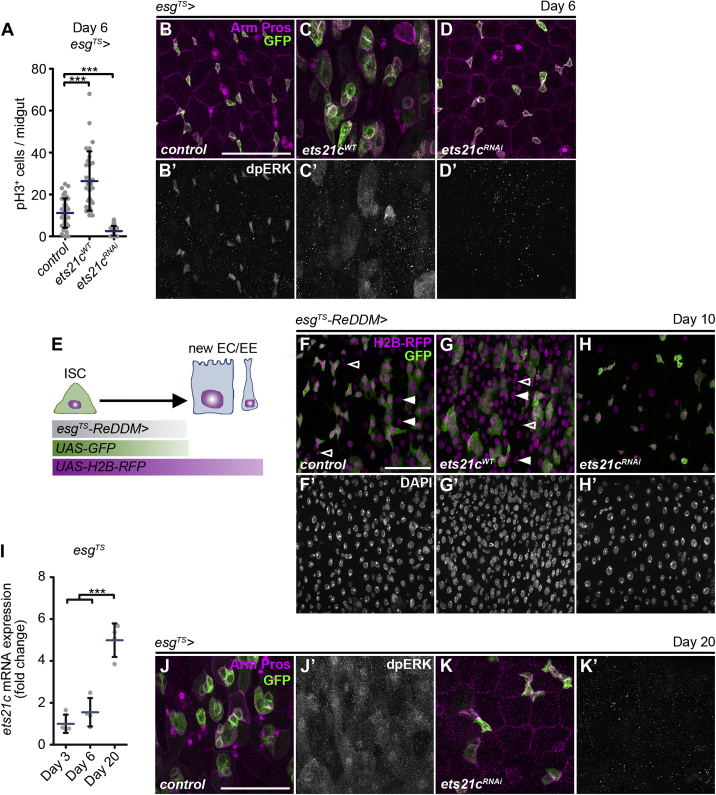
Ets21c Regulates Stem Cell Proliferation, Epithelial Turnover, and Tissue Aging (A) Quantification of pH3^+^ cells per midgut overexpressing *ets21c*^*WT*^ and *ets21c*^*RNAi*^ in ISCs/EBs (*esg*^*TS*^) (n = 30–41). (B–D) Representative confocal images of 6-day-old control posterior midguts (B) and those overexpressing *ets21c*^*WT*^ (C) and *ets21c*^*RNAi*^ (D) in ISCs/EBs (*esg*^*TS*^) marked by GFP. Immunostaining labels cell membranes (Arm), EEs (Pros), and ERK activation (dpERK). (E) Schematic representation of the *esg*^*TS*^*-ReDDM* tracing system. (F–H) Representative confocal images of 10-day-old control posterior midguts (F) and those overexpressing *ets21c*^*WT*^ (G) and *ets21c*^*RNAi*^ (H) in ISCs/EBs with the *esg*^*TS*^*-ReDDM* tracing system. ISCs/EBs are double positive for GFP and H2B-RFP. Newly generated diploid EEs (empty arrowhead) or polyploid ECs (filled arrowhead) are only labeled by H2B-RFP. DAPI labels nuclei. (I) qRT-PCR shows *ets21c* expression in 3-, 6-, and 20-day-old midguts of *esg*^*TS*^ flies (n = 4). (J and K) Representative confocal images of 20-day-old control posterior midguts (J) and those expressing *ets21c*^*RNAi*^ (K) in ISCs/EBs (*esg*^*TS*^) marked by GFP. Immunostaining labels cell membranes (Arm), EEs (Pros), and ERK activation (dpERK). Data represent means (SDs); ^∗∗∗^p < 0.001. Scale bars: 50 μm.

To determine whether the Ets21c-induced changes to ISC mitotic activity affected epithelial turnover, we used the *esg*^*TS*^*-ReDDM* (repressible dual differential stability cell marker) tracing technique (Antonello et al., 2015). In addition to labeling ISCs and EBs with a short-lived mCD8-GFP, the *esg*^*TS*^*-ReDDM* system allows the expression of a long-lived histone H2B-red fluorescent protein (RFP), which marks all progeny derived from the GFP-RFP-double positive progenitor population (Figure 2E). After 10 days, the posterior midgut of control flies partially renewed, being made up of GFP-RFP-double positive ISCs/EBs and newly differentiated RFP^+^ diploid EEs and polyploid ECs next to old unlabeled cells (Figure 2F). In contrast, cell replenishment was far more extensive following *ets21c* overexpression (*esg*^*TS*^*-ReDDM > ets21c*^*WT*^), resulting in a midgut epithelium containing mostly newly generated di- and polyploid RFP^+^ cells (Figure 2G). On the other hand, inhibition of *ets21c* (*esg*^*TS*^*-ReDDM > ets21c*^*RNAi*^) slowed down the steady-state epithelial turnover manifested by the reduced number of RFP^+^ cells in the epithelium (Figure 2H). These data show that Ets21c is necessary and sufficient to promote epithelial renewal by controlling ISC proliferation.

It has been well established that the capacity to coordinate ISC proliferation with epithelial renewal declines with age. In the guts of old flies, JNK activity rises and drives ISC hyperproliferation and accumulation of mis-differentiated cells, causing epithelial dysplasia and breakdown of epithelial integrity (Biteau et al., 2008, Biteau et al., 2010). Consistently, we observed a marked increase in *ets21c* mRNA levels in the guts of 20-day-old relative to 6-day-old flies (Figure 2I), implicating Ets21c function in the age-related changes of the intestinal tissue. Importantly, progenitor-specific *ets21c* inhibition (*esg*^*TS*^ *> ets21c*^*RNAi*^) was sufficient to suppress the aging-associated accumulation of *esg*^*+*^ cells, dpERK enrichment, and tissue dysplasia (Figures 2J and 2K).

Based on our data, we propose that transient upregulation of Ets21c in the stem cell compartment may be essential to confer tissue plasticity, allowing efficient epithelial renewal under stress conditions in particular. However, the Ets21c levels must be tightly controlled as its chronic activation contributes to intestinal tissue aging and dysplasia.

### Ets21c Drives Epithelial Renewal by Triggering EC Apoptosis

It is important to note that ECs rather than progenitor cells are the first to encounter environmental challenges, given their contact with the hostile luminal milieu. Accordingly, JNK signaling is primarily activated in ECs in response to challenges such as oxidative stress or bacterial infection (Biteau et al., 2008, Buchon et al., 2009). It is therefore conceivable that ECs are the chief cells in which Ets21c-mediated responses would be mounted. This notion is further supported by our observation that paraquat-induced cell death requires Ets21c in ECs (Figure 1R). Thus, we tested Ets21c function in the ECs of young and old flies. As anticipated, the knockdown of *ets21c* in the ECs (*Myo1A*^*TS*^ *> ets21c*^*RNAi*^) of 6-day-old flies when stress load was limited, did not affect the midgut epithelium (Figures 3A and 3B). In 20-day-old guts, however, blocking *ets21c* prevented aging-associated loss of *Myo1A*^*+*^ ECs and gut remodeling (Figures 3C and 3D). Closer examination of flies aged for 10 days revealed that the *Myo1A*^*TS*^ *> ets21c*^*RNAi*^ guts were much thinner (Figure 3E), containing only a few Dcp1^+^ or TUNEL^+^ cells (Figures 3G and S2B) compared to control midguts (Figures 3E, 3F, and S2A).

**Figure 3:**
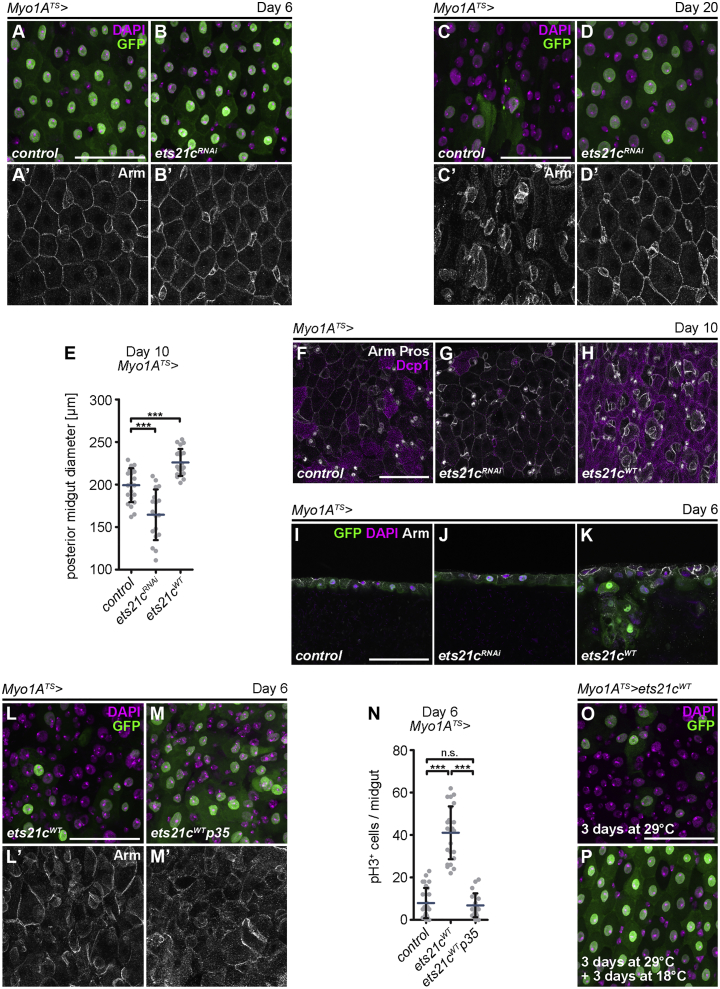
Ets21c Drives Epithelial Renewal by Triggering EC Apoptosis (A–D) Representative confocal images of 6- and 20-day-old control posterior midguts (A and C) and those expressing *ets21c*^*RNAi*^ (B and D) in ECs (*Myo1A*^*TS*^) marked by GFP. Immunostaining labels cell membranes (Arm). DAPI labels nuclei. (E) Diameter measurements of 10-day-old posterior midguts expressing *ets21c*^*WT*^ and *ets21c*^*RNAi*^ in ECs (*Myo1A*^*TS*^) (n = 18–22). (F–H) Representative confocal images of 10-day-old control posterior midguts (F) and those overexpressing *ets21c*^*RNAi*^ (G) and *ets21c*^*WT*^ (H) in ECs (*Myo1A*^*TS*^). Immunostaining labels activated caspase Dcp1, cell membranes (Arm), and EEs (Pros). (I–K) Representative confocal images of 6-day-old control posterior midguts (I) and those overexpressing *ets21c*^*RNAi*^ (J) and *ets21c*^*WT*^ (K) in ECs (*Myo1A*^*TS*^) marked by GFP. Images show single confocal sections of epithelial cross-sections with the gut lumen oriented to the bottom. Immunostaining labels cell membranes (Arm). DAPI labels nuclei. (L and M) Representative confocal images of 6-day-old posterior midguts overexpressing *ets21c*^*WT*^ alone (L) or in combination with *p35* (M) in ECs (*Myo1A*^*TS*^) marked by GFP. Immunostaining labels cell membranes (Arm). DAPI stains nuclei. (N) Quantification of pH3^+^ cells per midgut overexpressing *ets21c*^*WT*^ and *p35* in ECs (*Myo1A*^*TS*^) (n = 20–28). (O and P) Representative confocal images of recovery experiments showing posterior midguts of flies overexpressing *ets21c*^*WT*^ in ECs (*Myo1A*^*TS*^) marked by GFP for 3 days at a permissive temperature (29°C) (O) compared to those shifted back to a restrictive temperature (18°C) for 3 additional days (P). Data represent means (SDs); ^∗∗∗^p < 0.001; n.s. = non-significant. Scale bars: 50 μm. See also Figure S2.

To determine whether EC-specific Ets21c upregulation would be sufficient to induce epithelial turnover by promoting caspase activation and apoptotic removal of ECs, we carried out chronic and transient overexpression experiments to mimic the conditions of aging and acute stress followed by recovery, respectively. Analysis of *Myo1A*^*TS*^ *> ets21c*^*WT*^ midguts in which Ets21c was chronically activated for 6 and 10 days revealed a marked increase in caspase activity (Figure 3H), TUNEL^+^ cells (Figure S2C), and loss of differentiated *Myo1A*^*+*^ ECs (Figures 3L and S2C). Tissue cross-sections further showed that in contrast to the intact epithelial structure of control and *Myo1A*^*TS*^ *> ets21c*^*RNAi*^ midguts (Figures 3I and 3J), ECs overexpressing *ets21c* (*Myo1A*^*TS*^ *> ets21c*^*WT*^) underwent luminal extrusion (Figure 3K). The dramatic loss of differentiated ECs was accompanied by increased ISC proliferation (Figure 3N), appearance of polyploid but *Myo1A*^*−*^ immature pre-ECs (Figures 3L and S2C), and broadening of the posterior midgut diameter (Figure 3E). To prove that the removal of GFP-expressing ECs upon *ets21c*^*WT*^ overexpression is apoptosis dependent, we co-expressed the pan-caspase inhibitor p35 to block effector caspases. The expression of *p35* (*Myo1A*^*TS*^ *> ets21c*^*WT*^*p35*) counteracted the loss of mature ECs (Figure 3M) and reduced the compensatory proliferation response to *ets21c*^*WT*^ overexpression (Figure 3N). However, the epithelial structure remained disturbed (Figure 3M’), indicating additional functions of Ets21c apart from the regulation of cell death. The loss of EC and changes to the tissue architecture were already apparent after a transient 3-day-long stimulation of Ets21c activity (*Myo1A*^*TS*^ *> ets21c*^*WT*^) (Figure 3O). However, when flies were transferred back to the restrictive temperature (18°C) for another 72 h, mimicking an acute but timely restricted stress, the epithelium regained its normal control-like appearance (Figure 3P).

These data demonstrate that increased Ets21c activity inflicted either by age or oxidative stress affects ECs, and it does so by controlling EC apoptosis, inducing ISC division, and producing pre-ECs, which are essential processes to allow cell replacement. As the Ets21c-mediated responses are inducible and reversible, Ets21c emerges as a critical player in tissue regeneration triggered by acute challenges. The Ets21c activity, however, must be tightly controlled to prevent tissue overgrowth and premature aging. The “young” appearance of aged *Myo1A*^*TS*^ *> ets21c*^*RNAi*^ guts, however, is likely a consequence of reduced epithelial turnover due to restricted removal of mature ECs, a phenomenon that has been previously reported by Takeishi et al. (2013).

### Ets21c Binds to Actively Transcribed Genes as well as Those Devoid of PolII Binding

To determine how Ets21c regulates the observed processes in the different cell types of the gut, we exploited a cell-type-specific genome-wide *in vivo* Targeted DamID (TaDa) mapping approach (Southall et al., 2013) to identify putative direct targets of Ets21c. To this end, we expressed a wild-type Ets21c protein fused to bacterial Dam methylase (*ets21c*^*DAM*^) in ISCs/EBs and ECs using the *esg*^*TS*^ and *Myo1A*^*TS*^ systems, respectively. 

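TaDa marks the DNA near a protein of interest. The protein is fused to a bacterial adenine methylase (Dam), which methylates GATC sites close to where the fusion binds, and the methylated fragments are then released, amplified and sequenced. Because the fusion is expressed under a cell-type-specific driver, the signal comes from that cell type without sorting. The series holds 18 samples, 3 each of Dam alone, Ets21c fused to Dam and PolII fused to Dam, in ISCs/EBs under the esgTS driver and the same in ECs under the Myo1ATS driver. Each ISC/EB sample was made from 50 midguts and each EC sample from 30, after 3 days of expression at 29°C, and the libraries were sequenced as 50 bp single-end reads. Of the Ets21c fusion, the authors used 2 of the 3 replicates in each cell type and left the other out as noisy. A peak was required to span at least 2 GATC fragments at an FDR under 1% with a mean log2 ratio of at least 0.3, and it was assigned to genes within 5 kb with no other gene between. PolII occupancy was the mean log2 ratio over a transcript of annotation release 6.03, with the highest FDR of the replicates. The authors' deposited table gives, per cell type, the genes bound by Ets21c and the genes bound by PolII, each with a single log2 ratio of the fusion over Dam alone (its height) and an FDR. The heights are the authors' own values and serve here mainly to describe and rank genes within a list. They were also compared between PolII-bound and other genes of a list, and between the cell types. The read depth of the samples is unknown, and with 1 value per gene and cell type no spread between replicates can be given. Genes, not samples, are therefore the units of every test, and p describes these lists rather than replicate animals. Membership of the lists was compared over the 17873 genes of FlyBase release 6.54 (BDGP6, dm6) by two-sided Fisher's exact tests. The 15 gene lists and 7 lists of cell type markers were fixed before the deposited file was examined, when part of Table S2 had been seen, and the adjusted p is the Benjamini-Hochberg value over 30 tests (15 lists in both cell types) of 1 kind. Ets21c-bound genes were longer than average, with a median of 2638 bp in ISCs/EBs and 2713 bp in ECs against 1691 bp for all genes, so the tests of the gene lists, the markers and the main overlaps were repeated within 10 groups of genes of similar length, and those values are given where they change a call or move an odds ratio by more than 1.5 times. An exact test within the same groups was added after the data had been examined, for lists with few members in a set. The submitters' processing notes name the build dm3, an earlier one than that of the annotation in the methods, and no coordinates of peaks were used.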

To determine the transcriptional state of the different cell types, we included samples in which a Dam-polymerase II-fusion protein (*PolII*^*DAM*^) was expressed in either ISCs/EBs or ECs. Of the 5,184 genes associated with Ets21c binding in the ISCs/EBs, 30% were actively transcribed (Figure S3A; Table S2). 

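Among the genes with the 10 largest Ets21c heights in ISCs/EBs in the authors' deposited table were CG43658 (1.46), bnk (1.37), which acts in cellularization of the embryo, RhoGAP18B (1.23), dco (1.22), a casein kinase, and rhea (1.20), which encodes talin. Of the 10 highest, 3 were absent from the PolII list of ISCs/EBs: bnk, mesh and lncRNA:CR46110. The genes bnk and mesh had the same Ets21c height and FDR in each cell type. So did lncRNA:CR46110 and kay, which is PolII-bound in ISCs/EBs, and each pair may therefore rest on a shared peak. Signaling pathways of the progenitor cells were well represented. Of 18 genes of the Pvr and insulin/TOR pathways 13 were bound by Ets21c (odds ratio 6.40, adjusted p = 6.7e-04 from Fisher's exact test), with heights of 0.90 for the kinase gene S6k and 0.64 for InR, the insulin receptor, in the authors' deposited table. Of 10 JAK/STAT genes 8 were bound (odds ratio 9.84, adjusted p = 0.0026), among them the ligand upd2 (0.69 in the authors' deposited table) and the transcription factor Stat92E (0.63). Cell cycle genes were bound in 16 of 23 cases (odds ratio 5.63, adjusted p = 3.2e-04 from Fisher's exact test), with the kinase genes Cdk2 at 0.78 and Cdk1 at 0.68 in the authors' deposited table, and ETS family genes in 7 of 8 (odds ratio 17.2, adjusted p = 0.0023 from Fisher's exact test), with Ets65A at 0.88. The 7 include Ets21C itself, whose coding sequence is in the fusion transgene but not in Dam alone, so its height may hold reads from the transgene. Within groups of similar gene length the odds ratios were 3.77 for the Pvr and insulin/TOR pathways, 5.19 for JAK/STAT and 7.63 for the ETS family, and JAK/STAT and the ETS family passed there by the Mantel-Haenszel test (adjusted p = 0.037 for both) but not by the exact test (0.052 for both). By Fisher's exact test the count for Notch pathway genes was 11 of 18 (odds ratio 3.87, adjusted p = 0.011, but 0.057 within groups of similar gene length), for Hippo 8 of 13 (0.021 and 0.21) and for Wnt 10 of 18 (0.025 and 0.47). Autophagy genes (7 of 17, adjusted p = 0.31) and Imd/Toll genes (9 of 22, adjusted p = 0.27) did not pass Fisher's exact test against the 28.9% of all genes that were bound. Ribosomal protein genes (34 of 92, odds ratio 1.44, Fisher's exact test, adjusted p = 0.13) passed within groups of similar gene length alone (odds ratio 1.82, adjusted p = 0.020). Of the Ets21c-bound genes, 1567 were also in the PolII list of ISCs/EBs (30.2%) and 3617 were not. The PolII-bound ones had a median Ets21c height of 0.54 and the others 0.52 (difference 0.02, permutation test, two-sided p = 0.013).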

In the *Myo1A*^*TS*^ samples, Ets21c bound to the proximity of 4,854 genes, while only 12% of them were also bound by PolII (Figure S3B; Table S2). Thus, in young unstressed midguts, Ets21c contacted regulatory loci of actively transcribed (71% of ISC/EB-expressed transcripts and 64% of EC-expressed transcripts) and non-expressed genes.

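In ECs the largest Ets21c heights in the authors' deposited table were those of velo (1.48), a SUMO protease gene, dikar (1.48) and sced (1.35), followed by geminin (1.35), an inhibitor of replication licensing, the centrosomal gene Plp (1.28), hppy (1.22), and sgg (1.20), the GSK3 kinase of Wnt signaling. Equal Ets21c heights and FDRs in both cell types were listed for velo and dikar, and also for sced and geminin, so each pair may rest on a shared peak. None of the 10 highest was in the PolII list of ECs. Genes of cell death and of the JAK/STAT pathway were again frequent among those bound. Of 18 apoptosis genes 12 were bound (odds ratio 5.39, adjusted p = 0.0016 from Fisher's exact test), with Dark, the Apaf-1 homolog, at 1.07 and p53 at 0.73 in the authors' deposited table. Of 17 autophagy genes 10 were bound (odds ratio 3.85, adjusted p = 0.011, but 0.11 over the reference list of Table S3 and, within groups of similar gene length, 0.040 by the Mantel-Haenszel test and 0.062 by the exact test), with Atg5 at 0.87 and ref(2)P at 0.83 in the authors' deposited table, and of 10 JAK/STAT genes 8 (odds ratio 10.8, or 6.30 within groups of similar gene length, adjusted p = 0.0019), with hop, the Janus kinase, at 0.71. The Notch pathway had 4 of 18 genes bound (odds ratio 0.77, or 0.44 within groups of similar gene length, adjusted p = 0.79 from Fisher's exact test). Of 11 progenitor markers 2 were bound in ECs, klu (0.39 in the authors' deposited table) and hdc (0.74), against 9 in ISCs/EBs (exact McNemar test, chosen after the counts had been seen, adjusted p = 0.17 over 22 lists). The lists of the cell types shared 3429 genes, 66.1% of those bound in ISCs/EBs and 70.6% of those bound in ECs (odds ratio 15.5, or 9.81 over the reference list of Table S3). Across these shared genes the heights in ISCs/EBs and ECs correlated weakly (Spearman's rho = 0.295, Pearson's r = 0.312, each with a permutation p of 1e-05, the smallest the permutations can give; genes are not independent replicates). In the PolII list of ECs were 603 of the Ets21c-bound genes (12.4%), while 4251 were absent from it. Their median Ets21c heights were 0.50 and 0.51 (difference -0.01, permutation test, two-sided p = 0.46).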

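Markers of the progenitor cells led the fixed marker lists among PolII-bound genes of ISCs/EBs. Of 11 such markers 8 were PolII-bound (odds ratio 18.9, adjusted p = 8.9e-05 from Fisher's exact test over 14 tests), including esg, which maintains the progenitor state, at 1.46 and zfh2 at 0.58 in the authors' deposited table, and none was PolII-bound in ECs. Of 19 enterocyte markers 3 were PolII-bound in ECs (Fisher's exact test, adjusted p = 0.53), namely mex1 (0.59), the protease gene Jon99Ci (0.58) and the transcription factor GATAe (0.56) in the authors' deposited table, and 3 in ISCs/EBs. Those of ISCs/EBs were mex1 (1.105) and GATAe (1.543), both higher than in ECs, and Myo31DF (0.472) in the authors' deposited table. Of the 708 genes in both PolII lists 705 were higher in ISCs/EBs, so this is not particular to these markers. Myo31DF was absent from the PolII list of ECs. Jon99Ci was thus the only enterocyte marker PolII-bound in ECs alone. None of 15 enteroendocrine or 5 germline markers was PolII-bound in either cell type, and of 14 muscle, 7 hemocyte and 7 neuronal markers 2, 1 and 1 were PolII-bound in ISCs/EBs and none in ECs. The authors' deposited table gives the largest PolII heights of ISCs/EBs to Kaz1-ORFB (2.61), Sfp33A3 (2.53), CG6770 (2.53), CG34232 (2.42) and ifc (2.40), a sphingolipid desaturase gene, and those of ECs to His4r (1.32), a histone H4 gene, CG42239 (1.27) and Tim8 (1.10), a mitochondrial import gene. Ribosomal protein genes were PolII-bound in 46 of 92 cases in ISCs/EBs (odds ratio 7.20, or 12.5 within groups of similar gene length) and 34 of 92 in ECs (odds ratio 10.8). Of the 2216 PolII-bound genes of ISCs/EBs 70.7% were also Ets21c-bound, and of the 948 of ECs 63.6%, which leaves 649 and 345 PolII-bound genes without Ets21c. The odds ratio of Ets21c binding among PolII-bound genes was 8.08 in ISCs/EBs and 5.22 in ECs; it was 14.1 and 10.8 at a PolII FDR of at most 0.001, 3.19 in ECs at an Ets21c height of at least 0.5 and 5.30 in ISCs/EBs over the reference list of Table S3. Within groups of similar gene length it was 6.33 (95% interval 5.71 to 7.01) and 4.95 (4.29 to 5.72). When the order of genes along the genome was shifted in a circle, which keeps neighbors under 1 peak together, the overlap averaged 641 genes in ISCs/EBs and 257 in ECs and never reached the observed value (permutation of gene order, p = 5.6e-05, the smallest the shifts can give). The Ets21c and PolII ratios of a cell type share their Dam-only samples, so part of the excess may come from the shared controls, which these tests do not address.

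**Figure D1:**
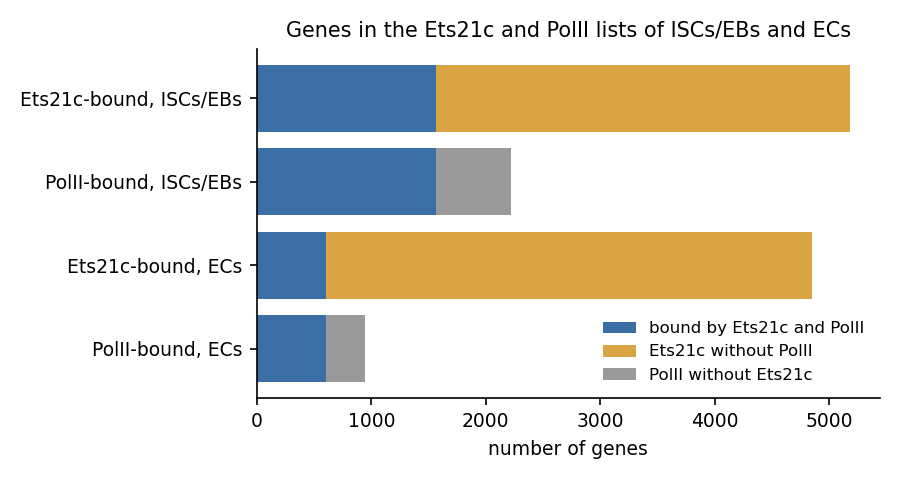
Number of genes in the Ets21c and PolII lists of ISCs/EBs and ECs, split by membership of the other list of the same cell type. In ISCs/EBs 1567 genes and in ECs 603 genes are in both lists (blue); the remainder of each Ets21c list (yellow) is larger than the remainder of each PolII list (gray).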

A Gene Ontology (GO) clustering analysis of the top 250 genes bound by Ets21c that were either actively transcribed or devoid of PolII binding in the different gut cell types (Table S3) revealed an overrepresentation of GO terms associated with basic biological functions ranging from developmental processes to epithelial functions (Figure 4A; Table S3). 

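Ranked by Ets21c height, the top 250 transcribed genes of ISCs/EBs held 6 of 26 EGFR/Ras/ERK genes, namely ru, cic, Cbl, aop, pnt and Mkp3 (odds ratio 21.6, adjusted p = 7.7e-05 from Fisher's exact test over 60 tests), with heights of 0.91 for the repressor cic and 0.79 for the ubiquitin ligase gene Cbl in the authors' deposited table. The top 250 genes of ECs devoid of PolII held 3 of 25 cell polarity and junction genes, scrib, mesh and Mcr (odds ratio 9.72, adjusted p = 0.098), and the transcribed top 250 of ECs held 3 of 29 oxidative stress genes, GstD1, Jafrac1 and Trx-2 (odds ratio 8.25, adjusted p = 0.098, each from Fisher's exact test). JAK/STAT (2 of 10, Ptp61F and upd3, odds ratio 17.8) and ETS family genes (2 of 8, aop and pnt, odds ratio 23.7) in the transcribed set of ISCs/EBs stood at the same adjusted p. These lists are not separate, since aop and pnt are among the 6 EGFR/Ras/ERK genes. Ptp61F had the same Ets21c height and FDR as ru in both cell types, so they may share a peak. Of the fixed lists EGFR/Ras/ERK alone passed the adjusted threshold, in tests chosen after the data had been examined. Within groups of similar gene length its odds ratio was 7.98 (adjusted p = 0.023 by the exact test), against 5.27 for cell polarity, 7.45 for JAK/STAT and 8.18 for the ETS family (adjusted p = 0.31 for each). The Mantel-Haenszel test, an approximation for larger counts, passed these lists and others too (adjusted p = 0.035 for these 3, and for ribosomal proteins in the transcribed set of ISCs/EBs 1.6e-04 against 0.076 by the exact test). This ranking shared 58 and 111 genes with the transcribed lists of Table S3 in ISCs/EBs and ECs, and 80 and 79 with its lists devoid of PolII. By Ets21c FDR the lists devoid of PolII shared 218 genes in ISCs/EBs and 250 in ECs with Table S3. By PolII FDR, a ranking added after the data were examined, the transcribed lists shared 188 and 250. All genes of the transcribed lists were in both the Ets21c and the PolII list of their cell type. Of the 250 non-transcribed genes that Table S3 gives for ISCs/EBs, 32 were in the PolII list of ISCs/EBs, among them Gapdh2 (1.85), a glycolytic enzyme gene, the transcription factor genes emc (1.33) and Trl (1.20), and tkv (0.72), a BMP receptor gene, by their PolII heights in the authors' deposited table. Of its 250 non-transcribed genes for ECs none was in the PolII list of ECs.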

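Ets21c was found at most genes of the JNK pathway in ISCs/EBs, at 17 of 22 genes (odds ratio 8.37, or 5.09 within groups of similar gene length, adjusted p = 3.7e-05 from Fisher's exact test). Of these, 12 were also PolII-bound, among them kay, which encodes the Fos subunit of AP-1, with an Ets21c height of 1.39 and a PolII height of 1.47 in the authors' deposited table, the kinase genes Mekk1 (0.83 and 0.79), msn (0.65 and 0.65) and bsk (0.55 and 1.08), which encodes JNK, and the ligand gene egr (0.57 and 1.28). The other 5, bound by Ets21c and absent from the PolII list, were Jra (0.78 in the authors' deposited table), the Jun subunit of AP-1, hep (0.61), the JNK kinase gene, Cka (0.54), Ask1 (0.53) and cno (0.52). This count of 5 of 22 compares with 20.2% of all genes (odds ratio 1.16, adjusted p = 0.88 from Fisher's exact test). Genes in the PolII list cannot be counted here, and they made up 12 of the 22 (54.5%, against 12.4% of all genes). PolII binding thus lowers this odds ratio by itself, and binding among the JNK genes outside the PolII list was not tested. The limit applies to every list tested for Ets21c binding without PolII. The genes grnd, Mkk4, Traf6, slpr and wgn were in neither list of ISCs/EBs. Of the JNK genes, 4 were among the 250 that Table S3 gives as non-transcribed in ISCs/EBs, kay, hep, msn and cno (odds ratio 16.0, Fisher's exact test, adjusted p = 0.0062 over 28 tests), of which kay and msn were in the PolII list; without its PolII-bound genes the list held hep and cno (odds ratio 8.20, adjusted p = 0.26). Growth and cell cycle genes bound by Ets21c without PolII numbered 7 of 23 for the cell cycle (Fisher's exact test, adjusted p = 0.46), including the replication licensing genes geminin (0.90 in the authors' deposited table) and dup (0.52), and 3 of 18 for the Pvr and insulin/TOR pathways (adjusted p = 1), including Pvr (0.91). Of the 15 lists in ISCs/EBs, cell polarity and junctions alone passed the adjusted threshold among Ets21c-bound genes without PolII, with 11 of 25 genes (odds ratio 3.12, Fisher's exact test, adjusted p = 0.028, but 0.080 within groups of similar gene length).

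**Figure D2:**
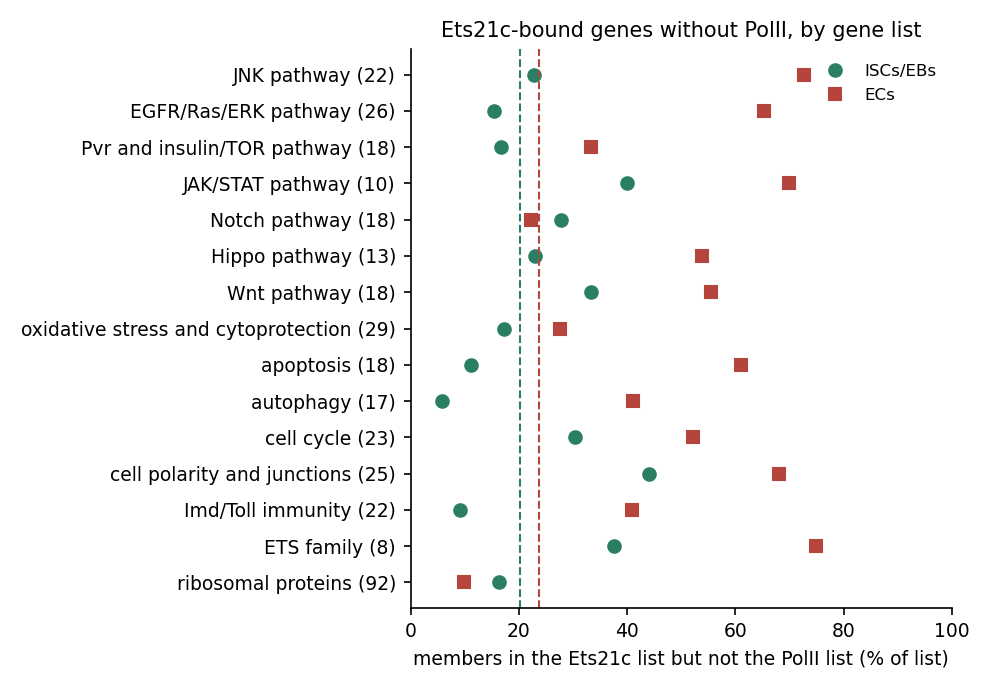
Percent of each gene list (number of members in parentheses) bound by Ets21c and absent from the PolII list, in ISCs/EBs (circles) and ECs (squares); dashed lines give the share of all genes in ISCs/EBs (20.2%, left) and in ECs (23.7%, right). For the JNK pathway the share is 22.7% in ISCs/EBs and 72.7% in ECs. Members in the PolII list, 54.5% of the JNK list in ISCs/EBs and 13.6% in ECs, cannot be counted.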

The set of non-transcribed, Ets21c-bound genes in ISCs/EBs showed enrichment for GO terms linked to “cell growth” and “cell proliferation,” but also “JNK and stress-activated mitogen-activated protein kinase (MAPK) cascades” (Figure 4A; Table S3). These results suggest that Ets21c could prime loci for a fast response to stress and JNK activation. qRT-PCR results supported this notion as the proper expression of several JNK-regulated, cytoprotective, and oxidative-stress response genes (Biteau et al., 2010, Wang et al., 2003, Wu et al., 2009) that showed Ets21c^DAM^ binding (Table S2) required Ets21c (Figure S3C). Also in the *Myo1A*^*TS*^ TaDa samples, the enriched GO categories, including “response to stress,” “receptor tyrosine kinase (RTK) signaling pathway,” “regulation of cell communication,” and “maintenance of cell polarity” correlated with our functional *in vivo* analysis, further emphasizing the role of Ets21c in controlling epithelial remodeling and compensatory signaling (Figure 4A).

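Of the genes with JNK-regulated, cytoprotective or oxidative stress functions, Ets21c was found in both cell types at Jafrac1, a peroxiredoxin gene (0.69 in ISCs/EBs and 0.64 in ECs in the authors' deposited table), at PEK, an eIF2α kinase gene (0.59 and 0.55), and at Atg1, the kinase gene that starts autophagy (0.40 and 0.34). The thioredoxin-like gene fax (0.65) and the glutathione S-transferase gene GstD10 (0.77) were in the Ets21c list of ECs alone in the authors' deposited table, and in neither PolII list. Jafrac1 was PolII-bound in both cell types, at 1.04 in ISCs/EBs and 0.48 in ECs in the authors' deposited table, and Atg1 (0.55) and PEK (0.39) in ISCs/EBs. Of the 29 genes of oxidative stress and cytoprotection, 16 were Ets21c-bound in ISCs/EBs (odds ratio 3.03, adjusted p = 0.0067 from Fisher's exact test, but 0.093 over the reference list of Table S3) and 14 in ECs (odds ratio 2.52, adjusted p = 0.025, but 0.052 within groups of similar gene length). Among them were Gclc and Gclm, the subunits of the enzyme that starts glutathione synthesis, at 0.62 and 0.43 in ISCs/EBs in the authors' deposited table, and cnc, the Nrf2 homolog, at 0.60. The mitochondrial Sod2, the cytosolic Sod1 and the heat shock genes Hsp22, Hsp23, Hsp26 and Hsp68 were in none of the lists. Bound by Ets21c without PolII were 5 of the 29 genes in ISCs/EBs and 8 in ECs (odds ratio 0.82 and 1.22, Fisher's exact test, adjusted p = 0.88 and 0.83). PolII-bound genes cannot be counted there. They made up 55.2% of the list in ISCs/EBs (against 12.4% of all genes) and 27.6% in ECs (against 5.30%), which lowers both odds ratios. In ECs 19 of 22 JNK genes were bound by Ets21c (odds ratio 17.1, or 10.8 within groups of similar gene length, Fisher's exact test, adjusted p = 3.1e-07). Bound there without PolII were 16 (odds ratio 8.60, or 5.27 within groups of similar gene length, Fisher's exact test, adjusted p = 4.9e-05), among them hep (0.93 in the authors' deposited table) and egr (0.70). Of all Ets21c-bound genes of ECs only 12.4% were PolII-bound, so the count without PolII largely repeats Ets21c binding. The PolII list of ECs is the shorter, so fewer genes can carry PolII there than in ISCs/EBs. From the enriched GO terms of the genes devoid of PolII the paper proposes that Ets21c could prime loci for a rapid response to stress and JNK activation, and for Ets21c-bound JNK-regulated, cytoprotective and oxidative stress genes it reports qRT-PCR in Figure S3C.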

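In ECs, Ets21c was found at receptor tyrosine kinase signaling genes and at junction genes, most of them absent from the PolII list. Of all 4854 Ets21c-bound genes of ECs 4251 were absent from it too, so tests of binding without PolII there largely repeat Ets21c binding. Of 26 EGFR/Ras/ERK genes 17 were bound, all without PolII (odds ratio 6.09, adjusted p = 7.6e-05 from Fisher's exact test; 3.53 and 0.024 within groups of similar gene length), with heights in the authors' deposited table of 0.82 for the rhomboid protease gene ru, 0.64 for the ligand vn and 0.62 each for spi, another ligand, and Egfr, the receptor. Among other receptors, Pvr was at 0.88 and InR at 0.72 in ECs in the authors' deposited table, and neither was PolII-bound there. Of 25 cell polarity and junction genes 18 were bound, and 17 were bound without PolII (odds ratio 6.85, Fisher's exact test, adjusted p = 5.1e-05, or 4.05 and 0.016 within groups of similar gene length). These included scrib, a basolateral polarity gene, at 1.19, mesh, a smooth septate junction gene, at 0.93, and the polarity genes sdt (0.62) and aPKC (0.59) in the authors' deposited table. Ssk, another smooth septate junction gene, was bound by both Ets21c (0.67) and PolII (0.78) in ECs in the authors' deposited table. In Table S3, whose transcribed and non-transcribed lists were entered into the GO analysis separately, the term for maintenance of cell polarity belongs to the transcribed genes of ECs and the term for transmembrane RTK signaling to the non-transcribed ones. Of the fixed lists, JAK/STAT (7 of 10 bound without PolII, adjusted p = 0.013), apoptosis (11 of 18, adjusted p = 0.0050), the cell cycle (12 of 23, adjusted p = 0.016), Wnt (10 of 18, adjusted p = 0.013), Hippo (7 of 13, adjusted p = 0.050) and the ETS family (6 of 8, adjusted p = 0.013) were also more frequent among Ets21c-bound genes of ECs without PolII by Fisher's exact test. Within groups of similar gene length the call held for apoptosis (adjusted p = 0.018 against 0.0050 from Fisher's exact test), though not over the reference list of Table S3 (0.053), and ended for the other 5 lists (adjusted p from 0.078 to 0.38). Ribosomal protein genes went the other way (9 of 92, odds ratio 0.35, Fisher's exact test, adjusted p = 0.0050, but 0.078 within groups of similar gene length).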

**Figure 4:**
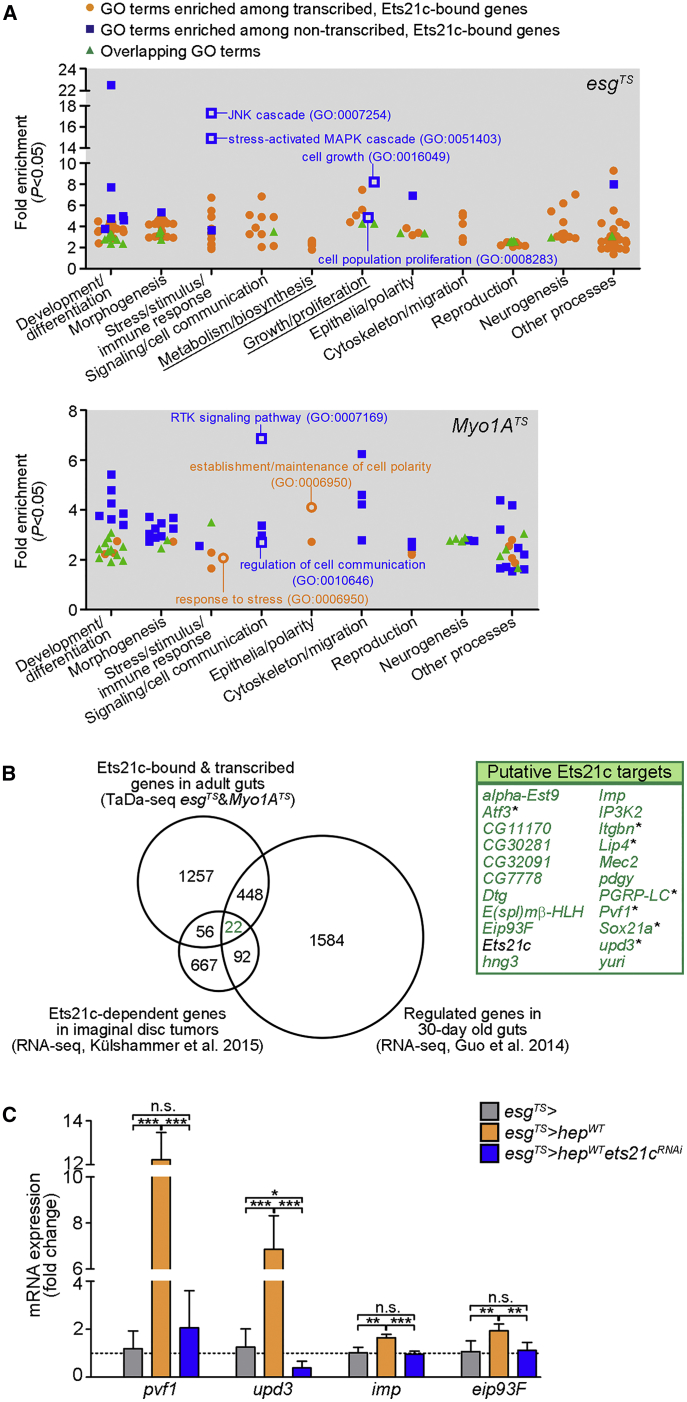
Ets21c Binds to Actively Transcribed Genes and Those Devoid of PolII Binding (A) GO analysis of gene loci occupied by Ets21c and PolII in *esg*^*TS*^*-* and *Myo1A*^*TS*^-expressing adult midgut cells identified by TaDa (see also Tables S2 and S3). Plots depict functional GO terms enriched among the top 250 candidate genes bound by Ets21c. Color coding represents the transcriptional activity based on PolII binding. Each dot represents a single GO term with fold enrichment ≥2 and p < 0.05. Underlined GO groups were overrepresented in *esg*^*TS*^ but not *Myo1A*^*TS*^ samples. (B) Venn diagram shows 22 putative Ets21c target genes that overlap between the Ets21c-TaDa dataset of adult midguts and the transcriptomes of *Drosophila* tumors and aging guts (see also Table S4). Stars indicate genes with reported function in the intestine. (C) qRT-PCR shows the expression of putative Ets21c target genes *pvf1*, *upd3*, *imp*, and *eip93F* in 6-day-old midguts overexpressing *hep*^*WT*^ and *ets21c*^*RNAi*^ in ISCs/EBs (*esg*^*TS*^). Data represent means (SDs); n = 4–5; ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, n.s. = non-significant. See also Figure S3 and Tables S2, S3, and S4.

### Cell-Type-Specific Sets of Target Genes Mediate the Cellular Responses to Ets21c

Our TaDa approach identified 1,783 genes that were actively transcribed and bound by Ets21c in ISCs/EBs or ECs (Table S2). 

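Genes of signaling, cell death and cell identity were found among those bound by both Ets21c and PolII, and the tests on these sets were chosen after the data had been examined. Of all genes 8.76% were bound by both in ISCs/EBs and 3.37% in ECs, so low counts in ECs come with the smaller set there. Of 26 EGFR/Ras/ERK genes 14 were bound by both in ISCs/EBs (odds ratio 12.2, adjusted p = 1.6e-07 from Fisher's exact test; 4.91 and 1.1e-04 within groups of similar gene length) and none in ECs, of 18 apoptosis genes 11 and 1, and of 11 progenitor markers 7 and none. In ISCs/EBs these included the caspase genes Dcp-1 (Ets21c height 0.50, PolII height 1.84), Decay (0.87 and 1.41) and Drice (0.63 and 1.02) in the authors' deposited table, and Ras85D (0.42 and 1.43). The EC counts for EGFR/Ras/ERK genes, apoptosis genes and progenitor markers did not pass Fisher's exact test. Bound by both proteins in both cell types were puc, the phosphatase gene that JNK induces (Ets21c heights of 0.60 in ISCs/EBs and 1.06 in ECs and PolII heights of 1.67 and 0.54 in the authors' deposited table), and Diap1, an inhibitor of caspases (Ets21c heights of 0.53 and 0.48). Of 92 ribosomal protein genes 19 were bound by both in ISCs/EBs (odds ratio 2.73, or 5.38 within groups of similar gene length, adjusted p = 0.0018) and 13 in ECs (odds ratio 4.80, adjusted p = 7.4e-05), and of 29 oxidative stress genes 11 and 6 (adjusted p = 8.8e-05 and 0.0013 from Fisher's exact test). The union of 1783 genes was made of 1180 genes bound by both in ISCs/EBs alone, 216 in ECs alone and 387 in both cell types. At an Ets21c height of at least 0.5 the union held 1147 genes, and at a PolII FDR of at most 0.001 it held 1057.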

To select candidates that may be essential for Ets21c-mediated responses, we compared the TaDa results with other available genome-wide sequencing datasets. We considered transcripts that were aberrantly expressed in clonal *ras*^*V12*^*scrib*^*1*^ tumors in the eye-antennal imaginal discs but normalized by *ets21c* silencing (Külshammer et al., 2015) and genes that were regulated in aging 30-day-old versus young 2-day-old gut epithelia (Guo et al., 2014) (Table S4). The overlap of all 3 datasets highlighted 22 genes that could be direct Ets21c effectors in the adult intestine (Figure 4B; Table S4). 

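All 22 genes were bound by Ets21c and PolII in ISCs/EBs, and none was PolII-bound in ECs, where 18 of them were bound by Ets21c. The largest Ets21c height of ISCs/EBs among them in the authors' deposited table was 1.04, of PGRP-LC, a receptor for bacterial peptidoglycan, followed by hng3 (0.90) and the esterase gene alpha-Est9 (0.87). In both cell types hng3 had the same Ets21c height and FDR as emc, which is not among the 22, so they may share a peak. The transcription factor genes Sox21a and E(spl)mbeta-HLH, which act in progenitor cells, had the largest PolII heights (1.82 and 1.76 in the authors' deposited table) and, with Mec2 and CG32091, were not bound by Ets21c in ECs. Atf3, a stress-responsive transcription factor gene, had an Ets21c height of 0.67 in ISCs/EBs and 0.59 in ECs in the authors' deposited table, and yuri 0.51 and 0.74. Ets21C itself was among the 22, with Ets21c heights of 0.36 in ISCs/EBs and 0.47 in ECs and a PolII height of 0.62 in ISCs/EBs in the authors' deposited table. The fusion transgene carries the coding sequence of this gene, which Dam alone lacks. Reads from the transgene may therefore add to its Ets21c heights, and this was not tested. The lipase gene Lip4 (0.56), the acyl-CoA synthetase gene pdgy (0.60) and the integrin gene Itgbn (0.50) were also bound in ISCs/EBs in the authors' deposited table. Of the 836 tumor genes of Table S4 that matched the annotation, 78 were among the 1781 annotated genes bound by Ets21c and PolII in either cell type (4.38%), against 4.68% of all genes (odds ratio 0.93, Fisher's exact test, two-sided p = 0.59). Over protein-coding genes alone the odds ratio was 0.74 (Fisher's exact test, p = 0.013). The readable copy of the ageing list held 1997 of its 2146 genes and was not used in a test.

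**Figure D3:**
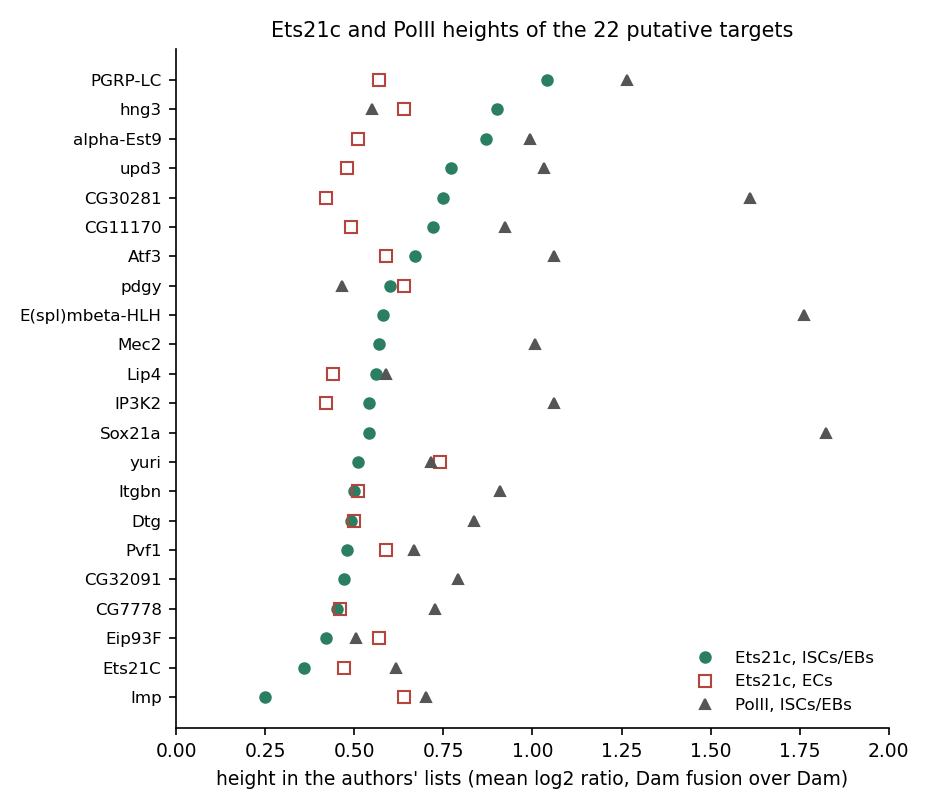
Heights (mean log2 ratio of the Dam fusion over Dam) of the 22 putative targets in the authors' deposited table: Ets21c in ISCs/EBs (circles), Ets21c in ECs (open squares, 18 genes) and PolII in ISCs/EBs (triangles), ordered by the first. No PolII height is given in ECs for any of them; the Ets21c heights of ISCs/EBs run from 0.25 (Imp) to 1.04 (PGRP-LC).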

To functionally validate our genomic approach, we focused on 4 of the putative Ets21c targets: *unpaired 3* (*upd3*), *platelet-derived growth factor (PDGF)- and vascular endothelial growth factor (VEGF)-related factor 1* (*pvf1*), *insulin growth factor-II (IGF-II) mRNA-binding protein* (*imp*), and *ecdysone-inducible protein 93F* (*eip93F*). 

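Of the 4 genes, upd3, a ligand of JAK/STAT signaling, had the largest Ets21c height in ISCs/EBs (0.77 in the authors' deposited table, and 0.48 in ECs). Pvf1, a ligand of the Pvr receptor, stood at 0.48 in ISCs/EBs and 0.59 in ECs, and Eip93F, an ecdysone-induced transcription factor gene, at 0.42 and 0.57 in the authors' deposited table. For Imp, which encodes an RNA-binding protein, the authors' deposited table gives Ets21c heights of 0.25 in ISCs/EBs and 0.64 in ECs. PolII heights in ISCs/EBs were 1.03 for upd3, 0.70 for Imp, 0.67 for Pvf1 and 0.51 for Eip93F in the authors' deposited table, and no PolII height is listed for any of them in ECs. At the minimum peak height of the methods, 0.3, Imp is no longer Ets21c-bound in ISCs/EBs, and 21 of the 22 putative targets stay bound by Ets21c and PolII.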

All four genes were transcriptionally induced by JNK in ISCs/EBs (*esg*^*TS*^ *> hep*^*WT*^), and in line with the TaDa data (Figure S3D), this upregulation required Ets21c function (Figure 4C).

To test the requirement of the selected candidates (Upd3, Pvf1, Imp, and Eip93F) for Ets21c-mediated cell-type-specific responses in the intestine, we silenced their function using specific RNAi lines (Figures S4A–S4C; Pahl et al. 2019) in either progenitor cells or differentiated ECs overexpressing *ets21c*. Single knockdown of any of these genes in ISCs/EBs (Figures S4E–S4G) or ECs (Figures S4I–S4K) did not cause any obvious phenotypes compared to 6-day-old control midguts (Figures 5A, 5F, S4D, and S4H), supporting the notion that they may act as mediators of stress-Ets21c-induced responses.

**Figure 5:**
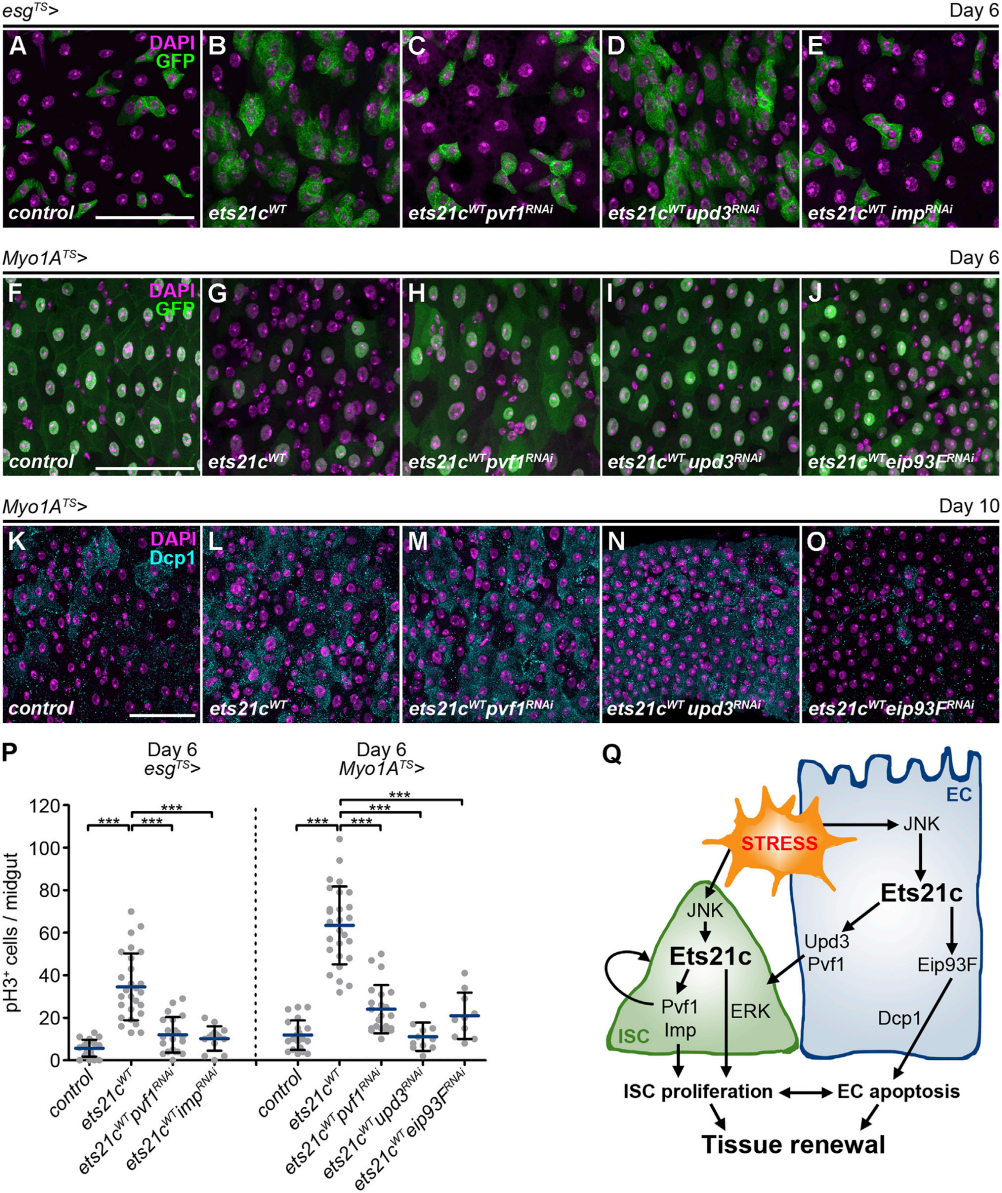
Cell-Type-Specific Sets of Target Genes Mediate the Cellular Responses to Ets21c (A–E) Representative confocal images of 6-day-old control posterior midguts (A) and those overexpressing *ets21c*^*WT*^ alone (B) or in combination with RNAi-transgenes against *pvf1* (C), *upd3* (D), and *imp* (E) in ISCs/EBs (*esg*^*TS*^) marked by GFP. (F–J) Representative confocal images of 6-day-old control posterior midguts (F) and those overexpressing *ets21c*^*WT*^ alone (G) or in combination with RNAi-transgenes against *pvf1* (H), *upd3* (I), and *eip93F* (J) in ECs (*Myo1A*^*TS*^) marked by GFP. (K–O) Representative confocal images of 10-day-old control posterior midguts (K) and those overexpressing *ets21c*^*WT*^ alone (L) or in combination with RNAi-transgenes against *pvf1* (M), *upd3* (N), and *eip93F* (O) in ECs (*Myo1A*^*TS*^). Immunostaining labels activated caspase Dcp1. (P) Quantification of pH3^+^ cells per midgut overexpressing *ets21c*^*WT*^ and RNAi-transgenes against *pvf1*, *upd3*, *imp*, and *eip93F* in ISCs/EBs (*esg*^*TS*^) or ECs (*Myo1A*^*TS*^) (n = 10–27). Data represent means (SDs); ^∗∗∗^p < 0.001. (Q) Schematic representation of Ets21c functions in the *Drosophila* adult intestine. DAPI labels nuclei. Scale bars: 50 μm. See also Figure S4.

Pvf ligands, which act through binding to the PDGF/VEGF receptor (Pvr), are secreted factors involved in age- and oxidative stress-related responses in the posterior midgut (Bond and Foley, 2012, Choi et al., 2008). Silencing *pvf1* either in progenitors (*esg*^*TS*^ *> ets21c*^*WT*^*pvf1*^*RNAi*^) (Figure 5C) or differentiated ECs (*Myo1A*^*TS*^ *> ets21c*^*WT*^*pvf1*^*RNAi*^) (Figure 5H) reduced the Ets21c-driven epithelial remodeling (Figures 5B and 5G). In addition, Pvf1 inhibition decreased Ets21c-promoted ISC proliferation intrinsically in ISCs/EBs and an EC-induced compensatory proliferation response (Figure 5P). These data suggest that Ets21c engages in the regulation of Pvf1/Pvr signaling to control ISC proliferation in an autocrine as well as a paracrine manner.

Unpaired (Upd) cytokines play an essential role in stem cell maintenance, proliferation, and intestinal turnover under homeostatic and stress conditions affecting tissue aging (Beebe et al., 2010, Jiang et al., 2009). While Upd1 stimulates ISC division in an autocrine manner, Upd2 and Upd3 act non-autonomously, being secreted by damaged ECs (Osman et al., 2012). Consistently, silencing *upd3* in *ets21c-*overexpressing ECs (*Myo1A*^*TS*^ *> ets21c*^*WT*^*upd3*^*RNAi*^) suppressed epithelial dysplasia (Figure 5I) and the ISC mitotic response (Figure 5P), while its knockdown in the progenitors had no effect (*esg*^*TS*^ *> ets21c*^*WT*^*upd3*^*RNAi*^) (Figure 5D). In contrast, inhibition of Imp, which has been shown to control germline stem cell behavior through the regulation of *upd1* (Toledano et al., 2012), prevented *ets21c-*driven ISC proliferation only when silenced in progenitors (*esg*^*TS*^ *> ets21c*^*WT*^*imp*^*RNAi*^) (Figures 5E and 5P) but not in ECs (Figure S4M). These data thus establish an intrinsic ISC requirement for Imp and paracrine Upd3 activity in driving ISC proliferation downstream of Ets21c. In addition, the cell-type-specific suppression of *ets21c* gain-of-function phenotypes by *imp*^*RNAi*^ in ISCs/EBs and *upd3*^*RNAi*^ only in ECs demonstrates that the rescue effects are not a consequence of Gal4/UAS system saturation with multiple transgenes.

Finally, the Ets21c requirement for EC removal prompted our interest in Eip93F, the Pipsqueak family transcription factor, which is known to regulate cell death during fly metamorphosis (Liu et al., 2014). Blocking Eip93F function in ECs overexpressing *ets21c* (*Myo1A*^*TS*^ *> ets21c*^*WT*^*eip93F*^*RNAi*^) reduced EC loss (Figure 5J) and the associated compensatory proliferation response (Figure 5P). Furthermore, the inhibition of Eip93F but not Pvf1 or Upd3 abolished Dcp1 activation, which is characteristic for *ets21c* overexpressing ECs (Figures 5K–5O). The absence of Dcp1 signal also in 10-day-old *Myo1A*^*TS*^ *> eip93F*^*RNAi*^ (Figure S4O) compared to control midguts (Figure S4N) strongly argues for a role for Eip93F in controlling adult midgut epithelial turnover by regulating caspase activity.

Our functional *in vivo* analysis validated four of the putative Ets21c targets and revealed their specific requirements for the distinct Ets21c functions in the ISCs and differentiated ECs (Figure 5Q). Our data show that the Ets21c-mediated responses result from the coordinated regulation of gene expression and interplay between intrinsic and non-autonomous signaling.

### Loss of *ets21c* Prolongs Lifespan but Renders Flies Sensitive to Stress

Maintaining intestinal integrity has emerged as an important determinant of health and lifespan. Having established the Ets21c requirement for controlling ISC division rate and death of ECs, we asked whether *ets21c* deficiency would affect fly longevity and survival under stress. Using CRISPR-Cas9 genome editing, we generated a loss-of-function mutant *ets21c*^*Δ10*^ allele. The 10-bp deletion induced a frameshift, resulting in a premature stop codon in front of the DNA-binding domain (Figure S5A). The *ets21c*^*Δ10*^ mutants are homozygous viable and progress to adulthood without noticeable developmental defects. To determine how the whole-body *ets21c* deficiency affects the intestinal epithelium, we used the *esg-GFP*^*YB0232*^ protein-trap line, which expresses GFP under the endogenous *esg* promoter (Kelso et al., 2004). The intestinal epithelium of 6-day-old *ets21c*^*Δ10*^ mutant adults was indistinguishable from control (*w*^*1118*^), comprising regularly organized GFP^+^ ISCs and EBs, Pros^+^ EEs, and polyploid ECs (Figures 6A and 6B). The midguts of 30-day-old *ets21c*^*Δ10*^ mutants did not show any signs of aging compared to the age-matched control guts, which displayed classical aging hallmarks, including accumulation of *esg*^*+*^ cells, immature pre-ECs, and aberrant tissue architecture (Figures 6C–6E). *Ets21c*^*Δ10*^ mutants thus recapitulated “rejuvenating” phenotypes observed upon *ets21c* knockdown in ISCs and ECs. Interestingly, both female and male *ets21c*^*Δ10*^ mutant flies lived significantly longer compared to control animals (Figures 6F and S5B–S5D). These data demonstrate that while *ets21c* is dispensable for normal development, its absence in adulthood prevents aging-associated tissue dysplasia and extends the lifespan.

**Figure 6:**
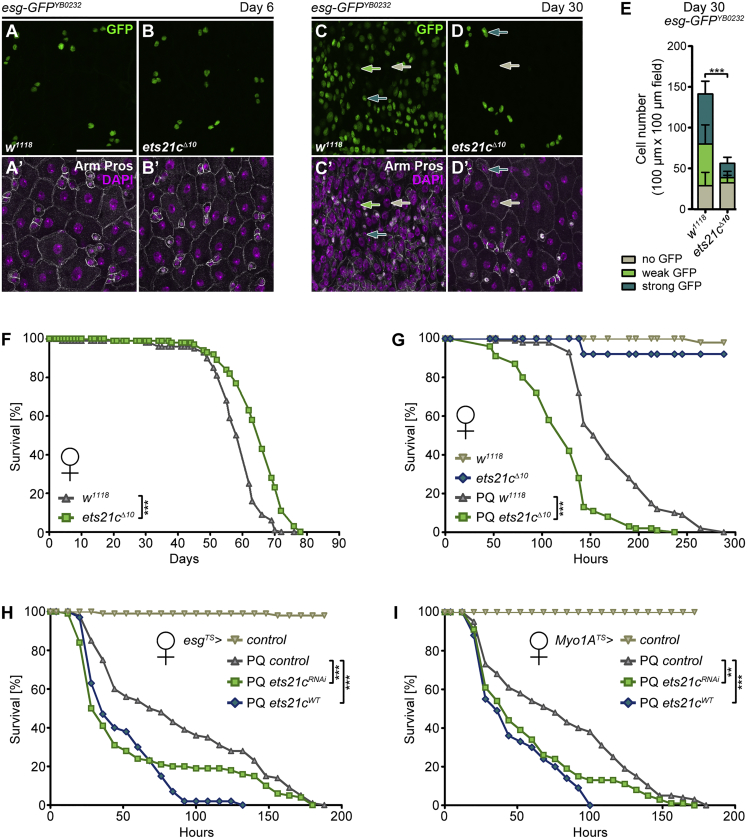
Loss of *ets21c* Prolongs Lifespan but Renders Flies Sensitive to Stress (A–D) Representative confocal images of 6- and 30-day-old *w*^*1118*^ (A and C) and *ets21c*^*Δ10*^ posterior midguts (B and D). ISCs/EBs are labeled with an *esg-GFP*^*YB0232*^ protein-trap reporter. Arrows indicate cells with strong (ISC/EB, blue), weak (pre-EC, green), or no (EC/EE, gray) *esg-GFP*^*YB0232*^ signal in aging midguts. Immunostainings label cell membranes (Arm) and EEs (Pros). DAPI stains nuclei. (E) Quantification of cells per confocal image field that shows strong (ISC/EB, blue), weak (pre-EC, green), or no (EC/EE, gray) *esg-GFP*^*YB0232*^ expression in 30-day-old *w*^*1118*^ and *ets21c*^*Δ10*^ posterior midguts. Data represent means (SDs); n = 13–17; ^∗∗∗^p < 0.0001. (F) Percentage of survival of *w*^*1118*^ (n = 200) and homozygous *ets21c*^*Δ10*^ (n = 314) adult females over time (mean difference of 4 days). (G) Percentage of survival of *w*^*1118*^ (n = 100) and homozygous *ets21c*^*Δ10*^ (n = 120) adult females fed with 5 mM PQ (mean difference of 52 h) or mock solution (*w*^*1118*^ n = 40; *ets21c*^*Δ10*^ n = 60). (H) Percentage of survival of adult females overexpressing *ets21c*^*WT*^ (n = 60; mean difference of 36 h) and *ets21c*^*RNAi*^ (n = 80; mean difference of 31 h) in ISCs/EBs (*esg*^*TS*^) compared to control flies fed with PQ (n = 80) or mock solution (n = 80). (I) Percentage of survival of adult females overexpressing *ets21c*^*WT*^ (n = 80; mean difference of 31 h) and *ets21c*^*RNAi*^ (n = 80; mean difference of 23 h) in ECs (*Myo1A*^*TS*^) compared to control flies fed with PQ (n = 80) or mock solution (n = 40). Lifespan and survival curves represent one of two to three independent experiments. Statistical significance was determined by log rank test; ^∗∗^p < 0.01, ^∗∗∗^p < 0.001. Scale bars: 50 μm. See also Figure S5.

In contrast, we found that flies lacking *ets21c* were more susceptible to paraquat toxicity and died significantly faster than control flies (Figures 6G and S5E). To determine whether the oxidative stress tolerance required Ets21c function in midgut progenitor cells or ECs, we repeated the stress experiments using the *esg*^*TS*^ and *Myo1A*^*TS*^ systems. Both inhibition and overexpression of *ets21c* in ISCs/EBs (*esg*^*TS*^ *> ets21c*^*RNAi*^ and *esg*^*TS*^ *> ets21c*^*WT*^) or in differentiated ECs (*Myo1A*^*TS*^ *> ets21c*^*RNAi*^ and *Myo1A*^*TS*^ *> ets21c*^*WT*^) had severe consequences for the survival of paraquat-exposed females (Figures 6H and 6I), while the effect on males was not significantly different from that on control animals, with the exception of *Myo1A*^*TS*^ *> ets21c*^*WT*^ males, which also died faster (Figures S5F and S5G). These results indicate that lack of Ets21c is beneficial under stress-free conditions, but it becomes deleterious upon exposure to stress or environmental challenge, when damaged cells must be quickly replenished to maintain tissue function. The resilience to stress requires balanced Ets21c activity in specific cell types of the intestine.

## Discussion

Here, we show that Ets21c, a member of the ETS-domain transcription factor family, functions as a critical regulator of intestinal tissue plasticity driving cellular responses to oxidative stress and aging in *Drosophila*. Our data demonstrate that Ets21c acts as a prime downstream effector of JNK signaling that is necessary and sufficient for the maintenance of proliferative homeostasis and epithelial turnover by orchestrating distinct cellular processes and cell-type-specific gene expression programs in progenitor and differentiated cells of the adult midgut.

By targeted manipulation of Ets21c in progenitor cells, we show that Ets21c levels affect the rate of ISC proliferation intrinsically while their maintenance and survival remain unaltered. The reduced ERK activation in ISCs as a consequence of *ets21c* deficiency in the stress-free context could provide a mechanism for the observed decline in ISC mitotic capacity. This would be consistent with a described dependency of the JNK-induced ISC hyperproliferation on the EGFR/Ras/ERK signaling pathway (Biteau and Jasper, 2011). The precise mechanism by which Ets21c regulates ERK activity and ISC proliferation remains to be determined. However, the identification of *pvf1* as a direct transcriptional target of Ets21c implies that Ets21c could modulate mitotic Pvr/Ras signaling in progenitors through the ISC-derived autocrine and EC-specific paracrine production of Pvf1 (Bond and Foley, 2012).

Differentiated ECs also require intrinsic Ets21c activity for proper function. We demonstrate that EC-specific Ets21c activation drives epithelial turnover, which involves the apoptotic removal of mature ECs and ISC proliferation to renew the pool of differentiated cells. We show that the Ets21c-mediated EC removal and compensatory ISC proliferation response could be suppressed by both co-expression of the pan-caspase inhibitor p35 or knockdown of the Ets21c target *eip93F* that controls Dcp1 activity. Neither *upd3* nor *pvf1* silencing in ECs interfered with Dcp1 activation, although both were indispensable for the non-autonomous induction of ISC proliferation by *ets21c-*expressing ECs. Based on these data, we conclude that Ets21c orchestrates epithelial turnover by promoting EC apoptosis and stimulating compensatory ISC proliferation by apoptosis-dependent and -independent mechanisms exploiting intercellular signaling molecules such as Pvf1 growth factor and the chief stress-inducible cytokine Upd3. Apoptosis-dependent and -independent induction of ISC proliferation has also been demonstrated for JNK signaling in ECs by Jiang et al. (2009). The cell death-independent mechanism would also explain why the ISC mitotic rate remains high in paraquat-exposed flies despite Dcp1 inactivation due to EC-specific *ets21c* silencing. In this respect, it is important to note that other transcription factors besides Ets21c have been shown to regulate Upd3 expression under stress conditions—for example, in infected ECs (Houtz et al., 2017) or upon oncogene activation in imaginal discs (Bunker et al., 2015, Külshammer et al., 2015).

Of note, increased JNK activity has been associated with age- and oxidative stress-related changes in the posterior midgut (Biteau et al., 2008, Choi et al., 2008). Consistent with its role as a JNK-dependent transcriptional effector, Ets21c levels build up in response to paraquat and during aging (our data Figures S1P and 2I; Guo et al., 2014). 

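Genes bound by Ets21c in both ISCs/EBs and ECs differed in PolII binding between the cell types. Of the 3429 such genes 797 were PolII-bound in ISCs/EBs alone and 77 in ECs alone, a difference of 21.0 percentage points in the share bound by PolII (exact McNemar test, two-sided p = 1.2e-151), while 387 were PolII-bound in both and 2168 in neither. Among those PolII-bound in ISCs/EBs alone were Egfr (PolII height 0.74 in the authors' deposited table), edl (1.12), an ETS regulator gene, Socs36E (1.58), a target of JAK/STAT signaling, neur (1.18), a ubiquitin ligase gene of Notch signaling, and shg, which encodes E-cadherin (1.04). The difference in shares ran from 16.8 to 24.8 percentage points over the thresholds tried for Ets21c and PolII, each set equal in both cell types. Of the 708 genes in both PolII lists 705 had the higher height in ISCs/EBs in the authors' deposited table; the lists come from separate samples, and a lower scale of PolII values in ECs would itself give such a difference in shares.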

Our ISC/EB- and EC-specific TaDa profiling revealed that only a small fraction of the Ets21c-associated genes was actively transcribed, indicating that in the unstressed state, Ets21c contributes to the fine-tuning of gene expression that supports the steady-state epithelial replenishment. Its seemingly “unproductive” binding to DNA, however, likely primes a genetic program that can be rapidly executed in response to JNK activation upon challenge. This notion is supported by the significant enrichment for functional GO terms associated with stress-related JNK signaling. Furthermore, we show that Ets21c regulates genes that have been functionally linked to JNK signaling, including the *autophagy-related gene 1* (*atg1*) (Wu et al., 2009) and the *insulin signaling intersecting-target* (*Jafrac1*) (Biteau et al., 2010), or identified as JNK- and paraquat-responsive genes, such as the *eukaryotic translation initiation factor 2α kinase* (*PEK*), a *thioredoxin-like protein* (*fax*), or a *glutathione S-transferase* (*gstD10*) (Wang et al., 2003). We suggest that failure to accelerate intestinal regeneration and mount a robust cytoprotective response underlie the increased sensitivity of *ets21c*-deficient flies to oxidative stress. The capacity of Ets21c to confer cytoprotection but also trigger apoptosis is in line with the described roles of JNK signaling (Biteau et al., 2011b, Pinal et al., 2019). We propose that the repertoire of Ets21c-regulated target genes and the biological outcome of Ets21c activation depends on the strength and duration of cellular stress and the signaling landscape in which Ets21c operates. Such a model would be in accordance with the study from Loudhaief et al. (2017), showing that low stress levels can accelerate epithelial renewal in the absence of EC death due to moderate JNK induction that stimulates ISC division, while additional input from Hippo signaling accelerates apoptosis to prevent EC overcrowding.

In addition to its role in coordinating cellular behaviors within the intestine, Ets21c emerges as an important determinant of the adult intestinal healthspan and overall lifespan. Optimizing proliferative homeostasis in high-turnover tissues by, for example, moderate inhibition of insulin/IGF or JNK signaling activities has proven effective in prolonging the lifespan (Biteau et al., 2010). As Ets21c represents a key effector of JNK in the adult gut and its knockdown reduced ISC proliferation, it is plausible that balanced intestinal function may contribute to the lifespan extension of unchallenged *ets21c* mutant flies. However, the use of a full-body *ets21c* mutant prevents us from drawing a causal relation between the gut-specific role of Ets21c and longevity. The tissue- and cell-type-specific contribution of Ets21c to adult lifespan remains a question for future studies to address.

Finally, *ets21c* has been repeatedly picked up by gene expression profiling studies to be markedly increased in response to immune challenge, injury, oncogene activation, or aging. While functionally linked to JNK signaling in epithelial tumor models (Külshammer et al., 2015, Toggweiler et al., 2016), Ets21c has also been classified as an effector of EGFR/ERK signaling in the intestine based on the binding of Capicua, the EGFR/Ras/ERK-regulated transcriptional repressor, to the *ets21c* locus and upregulation of *ets21c* expression following Capicua loss (Jin et al., 2015). However, the functional evidence placing Ets21c downstream of EGFR/Ras/ERK signaling has been missing. Our data show that while knockdown of *ets21c* completely rescues the phenotypic consequences of JNK activation in the ISCs or ECs, it fails to mitigate the effects of activated EGFR/Ras/ERK signaling. Therefore, we propose that the regulation of *ets21c* levels results from an integration of positive and negative signaling inputs. This regulatory network includes Capicua, which acts as a gatekeeper of *ets21c* transcription. Such regulatory mechanisms ensure that JNK-Ets21c-mediated responses are fast but transient in supporting efficient tissue renewal while preventing chronic or excessive Ets21c activation, which drives tissue dysplasia and epithelial degeneration.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse anti-Armadillo (Arm)	Developmental Studies Hybridoma Bank	DSHB #N27A1; RRID:AB_528089
Mouse anti-Prospero (Pros)	Developmental Studies Hybridoma Bank	DSHB #MR1A; RRID:AB_528440
Rabbit anti-cleaved Death caspase 1 (Dcp1)	Cell Signaling	Cat. #9578; RRID:AB_2721060
Rabbit anti-phospho-Histone H3 (pH3)	Cell Signaling	Cat. #9701; RRID:AB_331535
Rabbit anti-phospho-p44/42 MAPK (dpERK)	Cell Signaling	Cat. #4370; RRID:AB_2315112
Goat anti-GFP pAb	Abcam	Cat. #ab6673; RRID:AB_305643
Cy3 AP Donkey Anti-mouse IgG	Jackson ImmunoResearch	Cat. #715-165-151; RRID:AB_2315777
Cy3 AP Donkey Anti-rabbit IgG	Jackson ImmunoResearch	Cat. #711-165-152; RRID:AB_2307443
Cy5 AP Donkey Anti-mouse IgG	Jackson ImmunoResearch	Cat. #715-175-151; RRID:AB_2340820
Cy5 AP Donkey Anti-rabbit IgG	Jackson ImmunoResearch	Cat. #711-175-152; RRID:AB_2340607
Cy2 AP Donkey Anti-goat IgG (H+L)	Jackson ImmunoResearch	Cat. #705-225-147; RRID:AB_2307341

**Chemicals, Peptides, and Recombinant Proteins**		

4’,6-Diamidino-2-phenylindol Dihydrochlorid (DAPI)	Carl Roth GmbH	Cat. #6335
TRI Reagent	Sigma-Aldrich	Cat. #T9424
DNase I	Thermo Scientific	Cat. #AM2238
SuperScript III Reverse Transcriptase	Thermo Scientific	Cat. #18080044
GoTaq qPCR Master Mix	Promega	Cat. #A6000
DpnI	New England Biolabs	Cat. #R0176
T4 DNA Ligase (5 U/μl)	Roche	Cat. #799009
DpnII	New England Biolabs	Cat. #R0543
MyTaq HS DNA Polymerase	Bioline	Cat. #BIO-21112
AlwI	New England Biolabs	Cat. #R0513
Phusion High-Fidelity DNA Polymerase	New England Biolabs	Cat. #M0530
Paraquat	Sigma-Aldrich	Cat. #856177
1,4-Diazabicyclo[2.2.2]octane (DABCO)	Sigma-Aldrich	Cat. #D2522
Mowiol 4-88	Sigma-Aldrich	Cat. #81381

**Critical Commercial Assays**		

*In Situ* Cell Death Detection Kit, TMR red	Roche	Cat. #12156792910

**Deposited Data**		

Ets21c- and PolII-specific TaDa-seq from *esg*^*TS*^ and *Myo1A*^*TS*^ adult midgut samples (Raw and processed data)	This paper	GEO: GSE122170

**Experimental Models: Organisms/Strains**		

*w*^*1118*^	Bloomington *Drosophila* Stock Center	BDSC ID: 3605; RRID: BDSC_3605
*w; UAS-ets21c*^*RNAi*^	Vienna *Drosophila* Resource Center	VDRC ID: 106153
*w; UAS-ets21c*^*RNAi #2*^	This paper	N/A
*w; UAS-ets21c*^*WT*^	M. Uhlirova (Külshammer et al., 2015)	N/A
*w; UAS-hep*^*WT*^	D. Bohmann	BDSC ID: 9308; RRID: BDSC_9308
*w; UAS-ras*^*V12*^	T. Xu (Pagliarini and Xu, 2003)	N/A
*w; UAS-egfr*^*ACT*^	F. Hamaratoglu (Queenan et al., 1997)	N/A
*w; UAS-p35*	Bloomington *Drosophila* Stock Center	BDSC ID: 5072; RRID: BDSC_5072
*w; UAS-LT3-Dam*	A. H. Brand (Southall et al., 2013)	N/A
*w; UAS-LT3-Dam-Polymerase II*	A. H. Brand (Southall et al., 2013)	N/A
*w; UAS-LT3-Dam-ets21c-RA*	This paper	N/A
*w; UAS-imp*^*RNAi*^	Vienna *Drosophila* Resource Center	VDRC ID: 20322
*w; UAS-upd3*^*RNAi*^	Vienna *Drosophila* Resource Center	VDRC ID: 27136
*w; UAS-pvf1*^*RNAi*^	Vienna *Drosophila* Resource Center	VDRC ID: 102699
*w; UAS-eip93F*^*RNAi*^	Bloomington *Drosophila* Stock Center	BDSC ID: 57838; RRID: BDSC_57868
*w; esg-GFP*^*YB0232*^	L. O’Brien (Kelso et al., 2004)	N/A
*y w; esg-Gal4, UAS-GFP / CyO; tub-Gal80*^*TS*^	B. Biteau (Biteau et al., 2008)	N/A
*w; esg-Gal4, UAS-mCD8-GFP / CyO; UAS-H2B-RFP, tub-Gal80*^*TS*^*/ TM6B*	T. Reiff (Antonello et al., 2015)	N/A
*w; Myo1A-Gal4 / CyO; tub-Gal80*^*TS*^*, UAS-GFP / TM6B*	P. Patel (Jiang et al., 2009)	N/A
*y[1] M{vas-int.Dm}ZH-2A w^∗^;; P{CaryP}attP2*	L. Partridge	N/A
*y w Act5C-Cas9*	Bloomington *Drosophila* Stock Center	BDSC ID: 54590; RRID: BDSC_54590

**Oligonucleotides**		

Table S1	This paper	Table S1

**Recombinant DNA**		

*pWIZ*	*Drosophila* Genomics Resource Center (Lee and Carthew, 2003)	DGRC ID: 1008
*pWIZ-ets21c*^*RNAi #2*^	This study	N/A
*pUAST-attB-LT3-NDam*	A. H. Brand (Southall et al., 2013)	N/A
*pUAST-attB-LT3-Dam-ets21c-RA*	This paper	N/A

**Software and Algorithms**		

Fluoview 2.1c Software	Olympus	RRID:SCR_014215
Photoshop CS5.1	Adobe Systems, Inc.	RRID:SCR_014199
cellSens Standard 1.11 Software	Olympus	RRID:SCR_016238
Prism 5	GraphPad Software	RRID:SCR_002798
G^∗^Power Statistical Analysis	Faul et al., 2009	RRID:SCR_013726
Fiji	ImageJ	RRID:SCR_002285
Excel	Microsoft	RRID:SCR_016137
TaDa analysis scripts	T. Southall (Southall et al., 2013, Wolfram et al., 2012)	N/A
Gene Ontology	http://geneontology.org/	RRID:SCR_002811

**Other**		

CFX96 Real-Time PCR System	Bio-Rad	N/A
FV1000 Confocal Microscope	Olympus	N/A
CKX41 Inverted Microscope	Olympus	N/A
Active Motif EpiShear Sonicator	Active Motif	Cat. #53052
HiSeq 2000	Illumina, Inc.	N/A

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Mirka Uhlirova ().

### Experimental Model and Subject Details

#### *Drosophila melanogaster* Lines

The following *Drosophila melanogaster* strains were used: *w*^*1118*^, *UAS-ets21c*^*RNAi*^, *UAS-ets21c*^*RNAi #2*^, *UAS-ets21c*^*WT*^, *UAS-hep*^*WT*^, *UAS-ras*^*V12*^ (Pagliarini and Xu, 2003), *UAS-egfr*^*ACT*^ (Queenan et al., 1997), *UAS-p35*, *UAS-imp*^*RNAi*^, *UAS-upd3*^*RNAi*^, *UAS-pvf1*^*RNAi*^, *UAS-eip93F*^*RNAi*^, *esg-GFP*^*YB0232*^ (Kelso et al., 2004). For transgene expression, the following TARGET expression systems were used: *esg-Gal4, UAS-GFP, tub-Gal80*^*TS*^ (*esg*^*TS*^) (Biteau et al., 2008), *esg-Gal4, UAS-CD8-GFP, tub-Gal80*^*TS*^, *UAS-H2B-RFP* (*esg*^*TS*^*-ReDDM*) (Antonello et al., 2015), *Myo1A-Gal4, UAS-GFP, tub-Gal80*^*TS*^ (*Myo1A*^*TS*^) (Jiang et al., 2009).

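Ets21C (FBgn0005660) lies on the minus strand of chromosome 2L of BDGP6 (dm6), from 544925 to 552923, and has 4 annotated transcripts in FlyBase release 6.54. The target sequence GGATTTGGCCCCCTGAGCCT occurs once in the assembled chromosomes, on the plus strand from 548153 to 548172, opposite to the coding strand, and is followed by TGG, a PAM of Cas9. It lies in the coding part of exon 2 of each of the 4 transcripts, an exon that runs from 547978 to 548218. This exon is the only one with the same start and end in all 4 transcripts. The plus strand around the site reads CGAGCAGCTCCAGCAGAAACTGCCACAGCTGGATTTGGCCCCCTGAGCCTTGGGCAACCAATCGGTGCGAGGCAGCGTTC, with the target in the middle and 30 bases on each side. The gene body of 7999 bp holds 29 GATC sites, the positions at which TaDa can record binding.

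**Figure D4:**
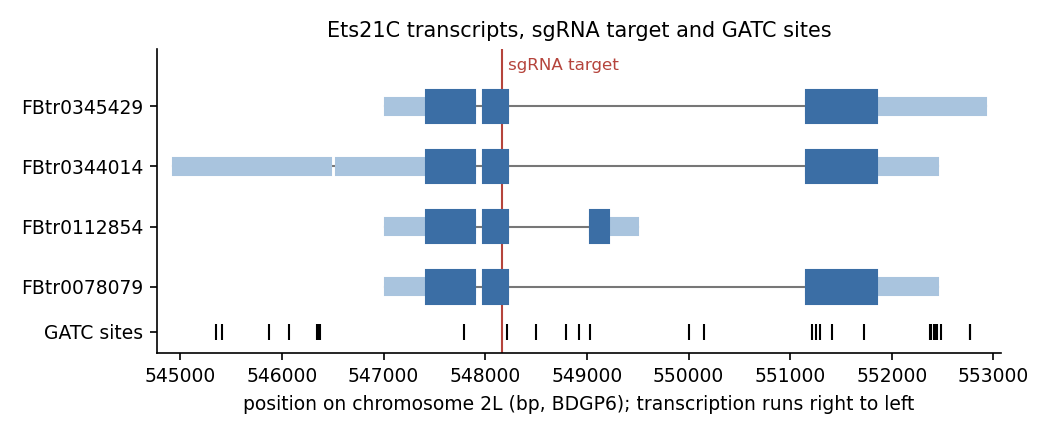
Annotated transcripts of Ets21C on chromosome 2L (position in bp, BDGP6), with coding parts of exons as tall dark boxes, untranslated parts as low light boxes and introns as lines; transcription runs from right to left. The red line marks the sgRNA target at 548153 to 548172, inside the exon shared by all 4 transcripts, and black ticks mark the 29 GATC sites.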

*Ets21c*^*Δ10*^ mutant line was generated with the CRISPR/Cas9 method (Bassett et al., 2013) using a synthetic guide RNA against the first common exon of all annotated *ets21c* isoforms (sgRNA target sequence: GGATTTGGCCCCCTGAGCCT) (FlyBase Consortium, 2003), which was injected into *act5C-Cas9* embryos. Sequencing confirmed a 10 bp deletion resulting in a premature stop codon (Figure S5A). The *ets21c*^*Δ10*^ mutant stock was backcrossed to *w*^*1118*^ for ten generations.

An independent RNAi line against *ets21c* (*UAS-ets21c*^*RNAi #*2^) was generated by PCR amplification from cDNA using Phusion polymerase and the following primer combination: 5′- GGCGTGGTGATTGTAGGAAC-3′ and 5′- AACTACGACAAGCTGAGCCG-3′. Two fragments were cloned in anti-sense and sense orientation into the pWIZ vector (Lee and Carthew, 2003), enabling expression of RNA hairpin under UAS control. Transgenic flies were obtained by P-element mediated germline transformation (Genetic Services, Sudbury, USA).

#### *Drosophila* Husbandry

*Drosophila* stocks and experimental crosses were kept at room temperature on a diet consisting of 0.8% agar, 8% cornmeal, 1% soymeal, 1.8% dry yeast, 8% malt extract, and 2.2% sugar-beet syrup, which was supplemented with 0.625% propionic acid and 0.15% Nipagin. Experimental crosses were set up using virgins of the TARGET expression systems and males of the desired UAS transgenic lines or *w*^*1118*^ as control. For all experiments, adult offspring were collected for two days and mated for another two days at room temperature. Afterward adult flies were transferred into fly incubators with a 16 hours/8 hours light/dark cycle set to either 25°C (*w*^*1118*^ and *ets21c*^*Δ10*^ mutants) or 29°C (*esg*^*TS*^*, esg*^*TS*^*-ReDDM,* and *Myo1A*^*TS*^ TARGET expression systems) to age them for the indicated time. For recovery experiments, flies were kept for three days at 29°C and then shifted for another three days to 18°C.

### Method Details

#### Immunostainings

For all immunostainings female adult intestines of the indicated genotypes and age after temperature shift were dissected in PBS and fixed with 4% paraformaldehyde in PBS for 48 hours at 4°C to ensure thorough fixation to prevent gut deterioration. Primary antibodies were diluted in PBS with 0.3% BSA and 0.1% Triton X-100 and guts were stained overnight at 4°C. The following primary antibodies were used: Mouse anti-Armadillo (Arm, 1:20), mouse anti-Prospero (Pros, 1:20), rabbit anti-phospho-Histone H3 (pH3, 1:500), rabbit anti-cleaved Death caspase 1 (Dcp1, 1:200), rabbit anti-phospho-p44/42 MAPK (dpERK, 1:100). Guts were stained with corresponding secondary antibodies coupled to Cy3 or Cy5 (1:500) for two hours at room temperature and DAPI (1:1000 dilution of 5 mg/ml stock) was used to stain DNA. Intact guts were mounted in DABCO Mowiol 4-88 and imaged within 72 hours.

#### TUNNEL Assay

To detect apoptotic cells by TUNEL assay, female flies were dissected in PBS and fixed with 4% paraformaldehyde in PBS for 48 hours at 4°C. Guts were washed with PBST (PBS with 0.1% Triton X-100) and permeabilized for thirty minutes at room temperature with freshly prepared 0.1 M sodium citrate pH 6.0 mixed with 0.1% Triton X-100 in distilled water. Afterward guts were washed in distilled water. Samples dedicated to serve as a positive control (Figure S2E) were incubated with DNase I diluted 1:100 in distilled water for 15 minutes at room temperature. For each sample, 5 μl TdT enzyme solution were mixed with 45 μl label solution of the *In situ* Cell Death Detection Kit. Guts were incubated with the TUNEL reaction mix in the dark at 37°C for two hours. Guts were washed with PBST, blocked for one hour in the dark with PBST supplemented with 0.3% BSA and stained overnight at 4°C with primary goat anti-GFP antibody diluted 1:200 in PBST with 0.3% BSA. Guts were stained with the secondary anti-goat Cy2 for two hours at room temperature and DAPI was used to stain DNA. Guts mounted in DABCO Mowiol 4-88 were imaged on the same day.

#### Image Acquisition and Analysis

Confocal images and stacks were acquired with Olympus FV1000 confocal microscope equipped with 20x UPlan S-Apo (NA 0.85), 40x UPlan FL (NA 1.30) and 60x UPlanApo (NA 1.35) objectives. Images were always taken from the R5 posterior midgut region. All micrographs show maximum projections generated with Fluoview 2.1c Software, except panels showing midgut cross-sections (Figures 3I–3K) which are single sections. Final image processing including panel assembly, brightness, and contrast adjustment were done in Photoshop CS5.5.

The mitotic indices were evaluated by a single person in a non-blinded fashion by manually counting all pH3-positive cells in intact midguts of female adult flies of indicated genotypes and conditions using an inverted fluorescent Olympus CKX41 microscope.

To measure the tube diameter, bright field images of female adult midguts were taken with the cellSens Standard 1.11 software using an Olympus CKX41 inverted microscope and imported into Photoshop CS5.5. Measurements were taken at a distance of 200 μm anterior to the midgut-hindgut boundary for each gut from outside the visceral mesoderm surrounding the midgut.

For cell type counts, image stacks were generated with an Olympus FV1000 confocal microscope from a 100 μm x 100 μm field in the R5 posterior midgut region (Buchon et al., 2013). Cells were manually counted by a single person in a non-blinded fashion in Fiji based on DAPI and three GFP intensity levels.

#### Lifespan and Survival Experiments

For lifespan experiments, mated male and female flies were separated and transferred into 1 L cages (75-100 flies/cage) with access to a vial containing the standard fly diet. Dead flies were counted and the food vial was exchanged every two to three days.

For stress experiments, empty vials were prepared with a filter paper containing either 500 μl 5% sucrose (Mock) or 500 μl 5 mM paraquat diluted in 5% sucrose (PQ). Each vial contained twenty flies separated according to their sex. Mortality was scored every 4-8 hours by a single person in a non-blinded fashion. Fresh 200 μl of the respective solution was added to the filter papers every 24 hours. For confocal microscopy, female guts were dissected 24 hours following paraquat feeding.

#### Gene Expression Analysis

For each biological replicate of indicated genotype and condition, total RNA was isolated from 15-20 female adult midguts using the standard protocol with TRI Reagent and DNase I treatment (Mundorf and Uhlirova, 2016). cDNA was synthesized from 1-2 μg of RNA using oligo(dT) primers and SuperScript III Reverse Transcriptase. Quantitative PCR (RT-qPCR) was performed in triplicates with GoTaq qPCR Master Mix in the CFX96 real-time PCR system. The mRNA expression of indicated genes (see Table S1 for primer sequences) was normalized to the levels of *rp49* transcript and fold changes were calculated using the ΔΔCT method (Livak and Schmittgen, 2001).

#### *In vivo* Targeted DamID and Data Analysis

The coding sequence of *ets21c-RA* isoform was amplified from cDNA and cloned into the pUAST-attB-LT3-NDam vector to allow temporarily and spatially inducible expression with low-level translation (Southall et al., 2013). The transgenic *ets21c*^*DAM*^ fly line was obtained by inserting *UAS-LT3-Dam-ets21c-RA* construct into the attP2 landing site which was also used for the control fly lines *UAS-LT3-Dam* and *UAS-LT3-Dam-PolII* (*PolII*^*DAM*^) (Southall et al., 2013). Males of *UAS-LT3-Dam, UAS-LT3-Dam-PolII* and *UAS-LT3-Dam-ets21c-RA* stocks were crossed to *esg*^*TS*^ and *Myo1A*^*TS*^ virgins and kept at room temperature. Offspring collected for two days were mated for another two days at room temperature. Twenty females per vial were transferred to permissive temperature (29°C) and aged for three days before midgut dissection.

The TaDa protocol was performed as described in Vogel et al. (2007) with minor modifications. Genomic DNA was extracted by phenol-chloroform extraction and ethanol precipitation from whole midguts without proventriculus using either 30 (*Myo1A*^*TS*^) or 50 (*esg*^*TS*^) midguts for each of the three biological replicates per genotype. After DpnI digestion, adaptor ligation and DpnII digestion methylated sequences were amplified with the MyTaq HS DNA polymerase. PCR products were prepared for sequencing following the protocol of Marshall et al. (2016) with minor modifications. PCR products extracted with phenol-chloroform were sheared with an Active Motif EpiShear Sonicator to obtain fragments of a 300 bp mean size and digested with AlwI to remove the adapters. Sequencing libraries generated according to the Illumina protocol for ChIP-Seq library preparation were single-end sequenced on an Illumina HiSeq 2000 instrument at 50 bp read length.

Sequencing data were processed using the damidseq_pipeline (Marshall and Brand, 2015) to generate gff files containing the normalized log2 ratio (Dam-fusion/Dam) per GATC fragment. *Myo1A*^*TS*^ *> ets21c*^*DAM*^ (replicate two) and *esg*^*TS*^ *> ets21c*^*DAM*^ (replicate two) data were noisy compared to replicates one and three, therefore were omitted from further analysis.

Ets21c binding peaks were identified using a peak finding program based on one described by Wolfram et al. (2012). Each replicate dataset was analyzed separately: A false discovery rate (FDR) was calculated for peaks (formed of two or more consecutive GATC fragments) for the individual replicates. Then each potential peak in the data was assigned a FDR. Any peaks with less than a 1% FDR were classified as significant. Additionally, a mean log2 ratio threshold of 0.3 for each peak was implemented. Significant peaks present in all replicates were used to form a final peak file. Any gene within 5 kb of a peak (with no other genes in between) was identified as a potential target.

Transcribed genes (defined by PolII occupancy) were identified using a Perl script based on one described by Southall et al. (2013). Each replicate dataset was analyzed separately. Using *Drosophila* genome annotation release 6.03 (dm6), the mean ratio changes across each annotated transcript were calculated. To assign a FDR value, the frequency of transcripts with a mean ratio over specific values (ranging from 0 to 0.75 log2 increase) were calculated within a randomized dataset (for each chromosome arm) using 10 iterations and 1,000 sampling events. This was repeated for a range of gene sizes (250 to 2,500 bp). These data were used to model FDR values relative to the PolII^DAM^ enrichment across a transcript and gene sizes, therefore enabling extrapolation of FDR values for larger ratio changes and larger transcripts. After being performed for each replicate, each transcript was assigned a mean ratio between the biological replicates and the highest associated FDR.

Gene ontology (GO) cluster analysis was performed using the geneontology.org webpage by uploading the top 250 Ets21c-bound genes either transcribed (PolII-bound) or non-transcribed (no PolII-binding) (see also Table S3). For visualization, GO terms were manually grouped into indicated GO clusters (see also Table S3) and GraphPad Prism was used to prepare scattered plots.

### Quantification and Statistical Analysis

Scattered plots of pH3^+^ cell quantifications (related to Figures 1F, 1J, 1O, 1S, S1O, 2A, 3N, and 5P) show the means with standard deviation (SD) combining at least two independent experiments. Each dot represents the number of dividing cells per single midgut and the number of total midguts (n) is specified in the respective figure legends. Statistical significance was determined in GraphPad Prism using an unpaired two-tailed Student’s t test with unequal variance: ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, n.s. = non-significant. Post hoc analysis of the pH3 counts using G^∗^Power test determined that the statistical power of all significant differences (1-beta) exceeded 0.99, given the respective sample sizes, means, and standard deviations (Faul et al., 2009).

Scattered plots of posterior midgut diameter measurements (related to Figures 3E and S1S) show the means with standard deviation with each dot representing the diameter of a single midgut in micrometers. The number of analyzed midguts (n) is specified in the respective figure legends. Statistical significance was determined in GraphPad Prism using an unpaired two-tailed Student’s t test with unequal variance: ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, n.s. = non-significant.

Stacked bar graphs of cell type quantifications (related to Figure 6E) were generated and statistical significance was determined by a Two-way ANOVA test in GraphPad Prism: ^∗∗∗^p < 0.0001. The total number of evaluated guts (n) is specified in the respective figure legend.

Adult fly lifespan and survival were analyzed in Microsoft Excel and statistical significance among genotypes was calculated with a chi-square log-rank test: ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, n.s. = non-significant. The curves prepared with GraphPad Prism represent one of two to three independent experiments. The total number of flies per experiment, genotype, and condition (n) is specified in the respective figure legends.

The RT-qPCR data are presented either as scattered plots (related to Figure 1B, S1P, and 2I) or column bar graphs (related to Figure S3C and 4C). An unpaired two-tailed Student’s t test with unequal variance was used to determine statistical significance in GraphPad Prism: ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, n.s. = non-significant. The number of biological replicates (n) is specified in the respective figure legends. Post hoc analysis of RT-qPCR data using G^∗^Power test determined that the statistical power of all significant differences (1-beta) exceeded 0.90, given the respective sample sizes, means, and standard deviations.

For raw data, quantifications, and statistical analyses see Table S5.

### Data and Software Availability

The TaDa sequencing data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) database under the accession number GEO: GSE122170. Scripts for TaDa analysis are available on request from T.D.S.

## Supplemental Information

Document S1. Figures S1–S5 and Table S1

Table S2. Ets21c and PolII TaDa-Sequencing (TaDa-Seq) Results, Related to Figures 4 and S2

Table S3. GO Cluster Analysis, Related to Table S2 and Figures 4 and S3

Table S4. TaDa-Seq Comparison to Published Genome-wide Sequencing Datasets, Related to Table S2 and Figure 4

Table S5. Raw Data, Quantifications, and Statistical Analysis, Related to Figures 1, 2, 3, 4, 5, 6, S1, S3, S4, and S5

Document S2. Article plus Supplemental Information

How the deposited data were processed for this re-analysis (not part of the article)

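The series measured binding in the adult midgut by TaDa in 18 samples, 3 for each of 6 genotypes: Dam alone, Ets21c fused to Dam and PolII fused to Dam, in ISCs/EBs and in ECs. The authors aligned the reads, made log2 ratios of each fusion over Dam alone, called Ets21c peaks and averaged PolII ratios over transcripts before the lists were deposited. The FDR beside each height was also computed by the authors, for PolII as the highest of the replicates. The authors' Table S2 states a minimum Ets21c height of 0.1 in its heading and the methods 0.3. The heights of the Ets21c list run from 0.15 in ISCs/EBs and from 0.14 in ECs, and 161 and 125 genes lie below 0.3.

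From the lists, membership was taken by FlyBase gene ID and, failing that, by symbol, in the annotation of Ensembl release 115 (FlyBase 6.54, BDGP6) with 17873 genes, of which 13986 are protein-coding. By ID and symbol the 2216 PolII-bound genes of ISCs/EBs fell on 2214 current genes, the 948 of ECs on 947, the 5184 Ets21c-bound genes of ISCs/EBs on 5172 and the 4854 of ECs on 4843. The gene jus is listed in ECs with a pair of heights, 0.43 and 0.56 in the authors' deposited table, and was counted once. Counts and shares of the lists use all listed genes. So do the exact McNemar test over genes bound by Ets21c in both cell types and the main tests of heights. Overlaps of the lists over the reference list of Table S3 use them too. Tests over the annotation use the matched genes.

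Overlaps were tested by Fisher's exact test, two-sided, and again by the Mantel-Haenszel odds ratio within 10 groups of gene length or of GATC sites and by circular shifts of gene order. Genes bound in both cell types were compared by the exact McNemar test, medians and correlations by 100000 permutations, and adjusted p values follow Benjamini and Hochberg with a threshold of 0.05. The tests were tested on simulated data: with a simulated odds ratio of 1, Fisher's exact test called 3 of 100 runs, and with 3 it called 100 of 100 at a median of 2.97. Where the lists shared gene length alone, Fisher's exact test called 100 of 100 runs and the Mantel-Haenszel test 7. In these runs all genes of a length group had an equal probability of being listed. They therefore do not show how far length differences within a group still matter. With runs of 5 neighboring genes drawn independently, Fisher's exact test called 27 of 100 and circular shifts 1. Analyses used python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

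Genes were named by a rule fixed before the lists were opened, when part of Table S2 had been seen in the paper's supplement: genes the paper names, up to 6 members by height of each of the 15 gene lists and 7 marker lists together with members in no list where a list is discussed, and the 10 genes with the largest height in each list. Genes of Table S3, of the comparisons between cell types and of gene families were chosen after values had been seen. Alternatives were stricter heights and FDRs, protein-coding genes, the reference list of Table S3, groups of gene length (for markers, for genes bound by both and for the top 250, and an exact test within these groups, added after the data had been examined), 1 gene per run of neighbors and other rankings of the top 250. The sgRNA target was searched on both strands of the assembled chromosomes.

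Reads, peak coordinates and values of single replicates were not used here, and read depth is not given in the sources used here. The ageing list was readable for 1997 of 2146 genes and entered no test.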

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

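Each result below was flagged because it differed between ISCs/EBs and ECs, and apart from the share of PolII-bound genes the tests were chosen after the counts had been seen. Among genes bound by Ets21c in both cell types, the share bound by PolII was 21.0 percentage points higher in ISCs/EBs. By the exact McNemar test over 22 lists, PolII binding differed for EGFR/Ras/ERK genes (14 genes PolII-bound in ISCs/EBs alone and 0 in ECs alone, adjusted p = 0.00269), JNK genes (9 and 0, adjusted p = 0.0153), apoptosis genes (10 and 0, adjusted p = 0.0153), cell cycle genes (9 and 0, adjusted p = 0.0153), Imd/Toll genes (9 and 0, adjusted p = 0.0153) and ribosomal protein genes (14 and 2, adjusted p = 0.0153). It also differed for oxidative stress genes (8 and 0, exact McNemar test, adjusted p = 0.0215) and progenitor markers (8 and 0, adjusted p = 0.0215). Binding by Ets21c without PolII differed in the other direction for JNK genes (0 in ISCs/EBs alone and 11 in ECs alone, exact McNemar test, adjusted p = 0.0215) and EGFR/Ras/ERK genes (2 and 15, adjusted p = 0.0258).

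These differences carry the lengths of the PolII lists, 2216 genes in ISCs/EBs and 948 in ECs, since fewer genes can be PolII-bound in a shorter list. Of the 708 genes in both lists 705 had the higher PolII height in ISCs/EBs in the authors' deposited table, so a lower scale of PolII values in ECs may account for the difference of 21.0 percentage points, and this was not tested. Of the PolII list of ISCs/EBs 31.9% was in the list of ECs. Of the fixed lists, ribosomal proteins alone differed from other genes in this share, with 32 of 46 genes (69.6% against 31.2%, odds ratio 5.04, Fisher's exact test, adjusted p = 3.2e-06). For EGFR/Ras/ERK genes it was 1 of 15 (adjusted p = 0.41 from Fisher's exact test) and for JNK genes 3 of 12 (adjusted p = 1).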

How the results depend on the processing

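Of 105 alternatives to 20 main results, 89 kept the side of the threshold (tests) or stayed within 1.5 times (counts), 14 moved a count, 2 made the result stronger and none turned a call around. The odds ratio of Ets21c among PolII-bound genes ran from 5.30 to 14.1 in ISCs/EBs and from 3.19 to 10.8 in ECs, that of shared Ets21c-bound genes from 9.81 to 23.1 and of shared PolII-bound genes from 22.1 to 55.4 around 30.3, so sizes moved by more than 1.5 times where calls did not. The union of 1783 genes fell to 1147 at an Ets21c height of at least 0.5 and to 1057 at a PolII FDR of at most 0.001, since fewer genes pass. The overlap with tumor genes passed the threshold, below 1, over protein-coding genes (odds ratio 0.743, Fisher's exact test, p = 0.0132) and over the reference list of Table S3 (0.677, p = 9.7e-04), and lay above 1 without passing at a PolII FDR of at most 0.001 (1.22, p = 0.153); the cause was not tested. Lists past the threshold among Ets21c-bound genes fell from 23 to 14 over the reference list, and among Ets21c-bound genes without PolII from 11 to 4 over the reference list and to 4 within groups of gene length; the cause was not tested. Within groups of gene length, added after the data had been examined, lists past the threshold among genes bound by both fell from 16 to 12, and by an exact test within these groups, also added then, to 11; by that test 12 lists passed among Ets21c-bound genes, of which ribosomal proteins in ISCs/EBs had not passed before, and 4 among those without PolII. Genes shared with Table S3 moved for transcribed genes of ISCs/EBs from 58 to 25 (PolII height), 188 (PolII FDR) and 243 (FDR and gene ID), for non-transcribed genes of ISCs/EBs from 80 to 218 (Ets21c FDR) and 250 (FDR and gene ID), for transcribed genes of ECs from 111 to 250 (PolII FDR) and for non-transcribed genes of ECs from 79 to 250 (Ets21c FDR). The gene ID of these rankings was itself taken from the non-transcribed list of ISCs/EBs in Table S3. Of 260 alternatives for single lists 49 lost the call. A PolII height of at least 0.3 removed no gene. Its repeats of the main results were thus fixed in advance, and they are counted among the 89 that kept the result. No paired analysis was possible because the file holds no values of single replicates, and leaving out replicates or fitting a replicate block was not run for the same reason.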

Differences from the paper's values

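At the main settings none of the paper's stated counts and shares differed from those computed here by more than 1.5 times. They were counted from the authors' own deposited lists, so this match was largely fixed in advance. At stricter thresholds some differed by more, such as 3032 against 5184 Ets21c-bound genes of ISCs/EBs at an Ets21c height of at least 0.5. The paper gives JNK and stress-activated MAPK cascades as enriched among non-transcribed Ets21c-bound genes of ISCs/EBs, in its Table S3 with 6 of 25 genes and a fold enrichment of 17.30 (the paper's values) for the JNK cascade. Over all Ets21c-bound genes of ISCs/EBs without PolII, the fixed JNK list had 5 of 22 genes (odds ratio 1.16, Fisher's exact test, adjusted p = 0.88). This odds ratio is lowered by the 12 JNK genes in the PolII list, which cannot be counted. Within the list of Table S3 the fixed JNK list had 4, and 2 after the PolII-bound kay and msn are left out, a step chosen after the data had been examined that drops 32 of the paper's 250 genes. The 2 genes gave an odds ratio of 8.20 (Fisher's exact test, adjusted p = 0.26). The fixed list is not the paper's GO term of 25 genes. That term was not tested again, and its 6 genes were not looked up in the PolII list. Of the 250 non-transcribed genes of ISCs/EBs in Table S3, 32 are in the deposited PolII list of ISCs/EBs. The top 250 genes ranked by Ets21c height shared 58, 80, 111 and 79 genes with Table S3 (transcribed and non-transcribed in ISCs/EBs, then in ECs). Ranking by Ets21c FDR reached 250 of 250 for non-transcribed genes of ECs, and ranking by PolII FDR, chosen after the data had been examined with 0 of the paper's genes dropped, reached 250 for transcribed genes of ECs. In ISCs/EBs, ranking by FDR with PolII status taken only for genes above a gene ID, chosen after the data had been examined, reached 250 non-transcribed genes and 243 transcribed ones, with 7 of the paper's genes dropped. That gene ID was the highest among the 32 PolII-bound genes of this same non-transcribed list. Their entry was thus fixed in advance, and the 250 is no separate support for an order by gene ID.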

Other observations

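The families of this and the next paragraph and their tests were chosen after the results had been seen: 83 families of at least 10 protein-coding genes that share the opening letters of their symbol, in 5 sets (415 tests, of which 35 passed). Maltase and glutathione S-transferase genes stood out among genes PolII-bound in ECs alone, with 3 of 10 Mal genes (Mal-A4, Mal-A7 and Mal-A8; odds ratio 25.0, Fisher's exact test, adjusted p = 0.010) and 3 of 14 GstE genes (GstE3, GstE6 and GstE7; odds ratio 15.9, adjusted p = 0.024). In ISCs/EBs, 11 of 20 Atg genes (odds ratio 6.53, Fisher's exact test, adjusted p = 0.0018) and 9 of 16 cytochrome c oxidase genes (COX; odds ratio 6.87, adjusted p = 0.0059) were PolII-bound, and none of 60 Gr, 59 Or or 51 Obp genes, which act in taste and smell.

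Ets21c was found at 11 of 15 ubiquitin-specific protease genes in ISCs/EBs (Usp; odds ratio 5.89, Fisher's exact test, adjusted p = 0.020) and at 41 of 85 genes of the Cyp symbols in ECs, which hold the cytochrome P450 genes and Cyp1, a cyclophilin gene (odds ratio 2.15, adjusted p = 0.010). It was found at 3 of 115 His genes in ISCs/EBs and 0 in ECs, against 31.9% and 30.3% of protein-coding genes. The 3 were His3.3A, His3.3B and His4r, and PolII was likewise at only 2 of 115 His genes in ISCs/EBs. Reads were not examined, so how well they can be placed on the His genes is unknown. Ets21c was also found at 6 of 71 genes of the Cpr symbols in ISCs/EBs, which hold cuticle protein genes and Cpr, the P450 reductase gene. Members of a family that lie side by side can share a peak and are not independent.

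Ets21c-bound genes were frequent among PolII-bound genes, and the tests of technical explanations were planned before the results were seen. Gene length and the number of GATC sites were argued against, since the lower 95% bounds of the odds ratio within groups of genes stayed at 5.71 in ISCs/EBs and 4.29 in ECs for length and at 6.08 and 4.74 for GATC sites. Neighboring genes under a shared peak were argued against by circular shifts of gene order (p = 5.6e-05 in both cell types, a permutation of gene order). The Dam-only samples that both ratios share may account for part of the excess, and this stays open.

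Of 19 enterocyte markers 16 were outside the PolII list of ECs. Few GATC sites were argued against, since these markers had a median of 9 sites, 4 above the lower quartile of the list (95% bootstrap interval 2 to 20). Short genes may still matter, as the median length of 1416 bp lay 1 bp above the lower quartile (interval -511.5 to 1607.5). Detection in ECs of genes that are high in ISCs/EBs may also matter, as 74.7% of the EC list was in the ISC/EB list, and this stays open.

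The 32 PolII-bound genes in the non-transcribed list of ISCs/EBs in Table S3 were weighed by tests written after the results had been seen. All 32 matched by gene ID, which argues against IDs that differ between tables. A higher PolII minimum was argued against, since 15 of the 29 such genes with an Ets21c FDR of 0 had a PolII height above the median of the 116 left out. In 100% of pairs the gene in the list had the lower gene ID, so a candidate explanation is that PolII status was matched for part of the genes ordered by ID.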
